# Variable Extent of Lineage-Specificity and Developmental Stage-Specificity of Cohesin and CCCTC-Binding Factor Binding Within the Immunoglobulin and T Cell Receptor Loci

**DOI:** 10.3389/fimmu.2018.00425

**Published:** 2018-03-08

**Authors:** Salvatore Loguercio, E. Mauricio Barajas-Mora, Han-Yu Shih, Michael S. Krangel, Ann J. Feeney

**Keywords:** CCCTC-binding factor, cohesin, long-range looping, immunoglobulin loci, T cell receptor loci, 3D chromatin topology

## Abstract

CCCTC-binding factor (CTCF) is largely responsible for the 3D architecture of the genome, in concert with the action of cohesin, through the creation of long-range chromatin loops. Cohesin is hypothesized to be the main driver of these long-range chromatin interactions by the process of loop extrusion. Here, we performed ChIP-seq for CTCF and cohesin in two stages each of T and B cell differentiation and examined the binding pattern in all six antigen receptor (AgR) loci in these lymphocyte progenitors and in mature T and B cells, ES cells, and fibroblasts. The four large AgR loci have many bound CTCF sites, most of which are only occupied in lymphocytes, while only the CTCF sites at the end of each locus near the enhancers or J genes tend to be bound in non-lymphoid cells also. However, despite the generalized lymphocyte restriction of CTCF binding in AgR loci, the Igκ locus is the only locus that also shows significant lineage-specificity (T vs. B cells) and developmental stage-specificity (pre-B vs. pro-B) in CTCF binding. We show that cohesin binding shows greater lineage- and stage-specificity than CTCF at most AgR loci, providing more specificity to the loops. We also show that the culture of pro-B cells in IL7, a common practice to expand the number of cells before ChIP-seq, results in a CTCF-binding pattern resembling pre-B cells, as well as other epigenetic and transcriptional characteristics of pre-B cells. Analysis of the orientation of the CTCF sites show that all sites within the large V portions of the Igh and TCRβ loci have the same orientation. This suggests either a lack of requirement for convergent CTCF sites creating loops, or indicates an absence of any loops between CTCF sites within the V region portion of those loci but only loops to the convergent sites at the D-J-enhancer end of each locus. The V region portions of the Igκ and TCRα/δ loci, by contrast, have CTCF sites in both orientations, providing many options for creating CTCF-mediated convergent loops throughout the loci. CTCF/cohesin loops, along with transcription factors, drives contraction of AgR loci to facilitate the creation of a diverse repertoire of antibodies and T cell receptors.

## Introduction

The evolutionarily conserved, ubiquitously expressed zinc finger protein CCCTC-binding factor (CTCF) plays many important roles in gene activation and/or gene repression (1). Many years ago, it was shown to be the main protein associated with insulator function, in that it insulates a transgene from variable expression due to integration position effects, and that it also blocks an enhancer from acting on a promoter when the insulator element is in between them (2, 3). Subsequently, it was appreciated that CTCF exerts essentially all these activities by virtue of its ability to create long-range loops, thus creating domains within which promoters and enhancers can interact (4–7). By contrast, interactions of promoters in one domain and enhancers in another seldom happen. More recently, it has been appreciated that the entire genome is organized into “topologically associating domains” (TAD), which are megabase-sized chromatin domains that are largely conserved across different cell types (8–10). The boundaries of almost all TADs are bound by CTCF, and thus CTCF is now well established as one of the major architectural proteins organizing the entire genome (8, 10–13). Since TADs are generally conserved among various cell types and even conserved across species, it is not surprising that the majority of CTCF sites are invariant across different cell types (8, 13, 14). However there are also CTCF sites that are cell type specific and which correlate with cell type-specific gene expression (14, 15).

Cohesin is often found bound at CTCF sites genome wide (16–18), and recent findings suggest a key role for cohesin in the long-range looping of CTCF to create TADs (19). According to the loop extrusion model, the cohesin complex binds to chromosomes and extrudes the chromatin, forming a loop, until it encounters a boundary element, predominantly a CTCF site (20–23). By extruding the chromatin until 2 CTCF sites in convergent orientation to each other are reached, long-range loops with convergent CTCF sites at the base of the loops are formed. Hence, cohesin plays an essential role in the formation of the CTCF loops at TAD boundaries. These loops are not fixed, and cohesin and CTCF will dissociate with time and then the cohesin complex will bind again, and begin the loop extrusion process again until a new CTCF-mediated loop is formed (20, 23, 24).

Lymphocyte differentiation is an ideal model system to study universal vs. lineage-specific vs. developmental stage-specific binding of CTCF since it is easy to isolate pure populations of the sequential stages of differentiation of the B and T lineage progenitors. The developmental pathway of lymphocytes is well worked out, and the rearrangement of antigen receptor (AgR) genes in T and B cells occurs at precisely defined stage of lymphocyte development (25). The process of V(D)J rearrangement creates a wide diversity of immunoglobulins (Igs) and T cell receptors (TCRs) to enable the immune system to combat a wide variety of pathogens and abnormal cells. Rearrangement at each of the B cell and T cell AgR loci occurs at precise stages of differentiation and only in the appropriate lineage of lymphocytes. T and B cells both arise from a common progenitor cell type (26). The first stage of committed B cell development is the pro-B cell stage during which the Igh locus rearranges. Following successful productive rearrangement of an immunoglobulin heavy chain (Igh) gene, the pro-B cells differentiate into the pre-B cell stage during which the Igκ and the Igλ loci rearrange sequentially. T cell precursors migrate from the bone marrow (BM) to the thymus, and they first undergo rearrangement at the CD4^−^CD8^−^ “double-negative” (DN) thymocyte stage, at which time the TCRβ, TCRγ, and TCRδ rearrangements all take place. If both productive TCRγ and TCRδ rearrangements occur, the cell differentiates into a γδ T cell. However, if a productive TCRβ rearrangement precedes productive rearrangement of both the TCRγ and TCRδ loci, the DN thymocyte progenitor will differentiate into a double-positive (DP) thymocyte, at which stage the TCRα genes undergoes rearrangement and the DP thymocyte will then differentiate into an αβ T cell (27).

In each AgR locus, one of the many V gene segments joins to one of the many D or J gene segments to create an enormous diversity of receptors. However, some AgR loci are very large, up to 3 Mb, and the portion of each AgR locus which contains D and J genes covers only a very small fraction of each locus. Since the many V gene segments are spread so far apart, this raises the question of how V gene segments that are very distant from the J gene segments can manage to find the J genes to rearrange. Several years ago, it was shown by 3D fluorescence *in situ* hybridization (3D-FISH) that the Igh locus has a rosette-like structure made by multiple long-range interactions (28). This structure becomes even more compact at the pro-B cell stage of B cell development, the developmental stage when the Igh locus undergoes V(D)J rearrangement (28–30). This process of locus contraction brings the Vh genes, spread over 2.5 Mb, into closer proximity to the D and J genes to which one Vh will rearrange to create a functional VDJ exon encoding the variable antigen-binding part of the Igh protein. The other AgR loci were also shown to undergo locus contraction at or prior to the developmental stage when they undergo rearrangement (31–34).

We previously hypothesized that a protein such as CTCF, with its ability to make long-range loops, might be responsible for creating the rosette-like structure at the Igh and presumably at other AgR loci, and might also contribute to locus contraction (35). If this were a reasonable hypothesis, then there would need to be many CTCF and cohesin sites within the AgR loci, and if they contributed to locus contraction, CTCF binding might be increased in an AgR locus at the specific stage of B or T cell development at which that AgR locus undergoes rearrangement. In order to see if this were a viable hypothesis, we performed ChIP-chip, and subsequently ChIP-seq, for CTCF on pro-B cells and pre-B cells and indeed we found that there were many sites bound in the Igh and Ig kappa light chain loci (35, 36). However, it appeared from the ChIP-chip and from ChIP/qPCR that the CTCF binding at the Igh locus, although lymphoid specific, showed limited lineage- and stage-specificity (i.e., similar numbers in pro-B cells, pre-B cells, and thymocytes) (35). By contrast, we showed that CTCF binding demonstrated more stage-specificity at the Igκ locus. Thus, CTCF binding, by itself, cannot explain locus contraction, even though it contributes to the 3D conformation of the contracted Igh locus as determined by knockdown of CTCF in pro-B cells (36). However, we also performed ChIP-chip and ChIP/qPCR for Rad21, a component of the cohesin complex, and the pattern of Rad21 binding showed more developmental stage-specificity in both Ig loci (35).

In the current study, we greatly extend this analysis by presenting a detailed analysis of our ChIP-seq data of the pattern of CTCF and Rad21 binding in all of the Ig and TCR loci at the two stages of B cell development and two stages of T cell development when the various AgR loci undergo rearrangement. In addition, we also analzyed pre-pro-B cells, mature B and T cells, ES cells, and murine embryonic fibroblasts (MEF), in order to assess the extent of lineage- and stage-specificity of CTCF and cohesin binding at AgR loci. Although much of the CTCF binding in the large V region part of the AgR loci is lymphoid specific, our data presented here show that the extent of lineage (T vs. B lineage precursors) and developmental stage-specificity (pro-B vs. pre-B, DN vs. DP) of CTCF and cohesin binding varies significantly from locus to locus, with the Igκ locus being the only one of the 6 AgR loci with clear lineage- and stage-specificity of the onset of most CTCF and cohesin binding. Also, we show that the pattern of CTCF and cohesin binding observed in the most mature B or T cell precursor population is maintained in mature B or T cells, respectively. MEFs show many fewer sites of binding while ES cells are intermediate. In contrast to the large V gene portion of each locus, the CTCF sites between the V and D/J genes and near enhancers tend to display conserved CTCF and cohesin binding among all of the cell types examined including non-lymphocytes. We hypothesize that the acquisition of binding of many CTCF/cohesin complexes within the V gene portion of each of the four large AgR loci establish many long-range loops, and provide a semi-contracted locus upon which transcription factors can act to direct full locus contraction so that V genes throughout each locus will have approximately equal opportunity to rearrange to create a diverse set of V(D)J rearrangements.

## Materials and Methods

### Cell Types Being Analyzed

For all ChIP-seq analyses of AgR loci in lymphocyte progenitors, we use RAG1-deficient cell lines so that the AgR locus remains intact, unperturbed by V(D)J rearrangements that will result in unique deletions in each individual B or T cell precursor. RAG deficiency also provides a precise genetic block in differentiation, so the cell populations are free of contamination from later stages of differentiation. All CD19^+^ cells from BM of RAG1^−/−^ mice are pro-B cells. All CD19^+^ cells from BM of RAG^−/−^ mice bearing a rearranged IgM transgene are pre-B cells (37). Likewise, thymocytes from RAG^−/−^ mice are all CD4^−^CD8^−^ “double-negative” (DN) cells, and thymocytes from RAG^−/−^ mice bearing a Vβ transgene are all at the subsequent stage of “double-positive” (DP) cells. IL7-cultured pro-B cells were obtained from day 7 cultures of RAG1^−/−^ pro-B cells cultured in media containing supernatant from J558 cells stably expressing IL7 as previously described (38). All mice were on the C57BL/6 background. All animal work is approved by The Scripps Research Institute’s IACUC and follows their guidelines.

### ChIP/qPCR

ChIP was done with antibodies against H3K4me3 (Active Motif, Carlsbad, CA, USA), H3ac (EMD Millipore, Billerica, MA, USA), and H3K4me1 (Abcam) as previously described (39). Primers are listed in Table S1 in Supplementary Material.

### Gene Expression Analysis

RNA was extracted from cells using TRIzol (Life Technologies, Carlsbad, CA, USA), and cDNA was made with QuantiTect Reverse Transcription kit, and genomic DNA was elminated using genomic DNA wipeout buffer (Qiagen, Valencia, CA, USA).

### ChIP-seq

ChIP-seq for CTCF and Rad21 were performed as previously described (36). CTCF and Rad21 ChIP-seq on pro-B cells were previously published (36), as were CTCF ChIP-seq on DN and DP (40) and CTCF and Rad21 on mature B and T cells (41, 42). Pre-pro-B cells were obtained from long-term culture of E2A^−/−^ progenitors and the ChIP-seqs were from GEO GSM987801 and GSM987802 (43). The CTCF ChIP-seq for ES and MEF were GEO (GSM723004, GSM723008) (44). Rad21 ChIP-seq was only available for ES cells (GSM824847, GSM824848) (45), but not for MEF, so we also have included ChIP-seqs for another cohesin component, Smc1, for ES cells (GSM560341, GSM560342) and MEF (GSM560355, GSM560356) (46). All ChIP-seq were mapped to the reference genome of C57BL/6, mm9. All GEO accession numbers, including the new entries, are listed in Table S2 in Supplementary Material.

We utilized ChIP-seq performed in our lab over a 4-year period for pro-B cells, pre-B cells, DN, and DP thymocytes for CTCF and Rad21. The ChIP-seq for pre-pro-B cells, mature T and B cells, MEF and ES cells were obtained from GEO. In order to make the Genome Browser files from different labs and over different times and platforms comparable, we zoomed out to view 90 Mb regions of the genome on a few chromosomes, and adjusted the scale to make them equivalent in height (Figures S1A,B in Supplementary Material). This was done since we know that over half of CTCF sites are constant among different cell types, and that TADs, which are bounded by CTCF sites, are also relatively conserved across cell types (8, 15).

### Analysis of ChIP-seq Data

Preliminary quality control over raw sequence data was performed with FastQC 0.11 (47). Duplicate reads were removed before mapping, and TruSeq adapter sequences were removed with the HOMER trim tool (48). Experimental and input control fastq tags were aligned to the mouse reference genome (mm9) using Bowtie 1.1.2 (alignment parameters: -a -v 2 -m 3 —best –strata) (49).

Signal tracks normalized to 1M reads were generated from alignment (bam) files using MACS2 (50) according to the procedure described in Ref. (50) (parameters: macs2 callpeak -B —nomodel —extsize 147 —SPMR -g mm).

Confident peaks were called using MACS (v1.4.2) (50), with a false-discovery rate (FDR) ≤1% and the default *p*-value (1E-5) as specified in Ref. (51). Downstream analysis and manipulation of the data, including annotation of peaks, motif finding, quantification of data at peaks/genomic regions, and overlap analysis, were performed with HOMER 4.8 (48) and R/Bioconductor (52). Custom code is available upon request.

In particular, peaks were annotated with genomic features obtained from RefSeq release 66 through homer.ucsd.edu/homer/data/genomes/mm9.v5.7.zip. Peak overlaps were computed using the HOMER mergePeaks tool (parameter used: -d for literal overlaps).

The above pipeline was used to uniformly process all of our ChIP-seq data and raw sequencing data obtained from GEO. For the Rad21 and Smc1 (another cohesin subunit) ChIP-seq on ES and MEF, we used the called peaks provided by the authors.

### Analysis of Orientation for CTCF Sites

In order to assess directionality of CTCF-binding sites, we devised the following procedure:

(1) Assemble a library of CTCF motifs. A total of nine CTCF motifs were considered—five motifs retrieved from InsulatorDB, and four motifs detected in pre-B and pro-B ChIP-seq with HOMER findMotifsGenome.pl. (three known motifs and one *de novo*) (Table S3 in Supplementary Material). InsulatorDB motifs were converted to motif matrices (input for subsequent HOMER processing steps) using HOMER seq2profile tool with 0 mismatches. Motif matrices for HOMER-detected motifs were downloaded directly from the motif finding report. Finally, a custom motif file was created following HOMER guidelines.
(2) Run annotatePeaks.pl (HOMER) on confident ChIP-seq peaks in a specific region (bed file) against the above library of CTCF motifs (e.g., for Igκ it was CTCF pre-B ChIP-seq, limited to the Igκ locus). This will generate a peak annotation file with instances of CTCF motifs found within the confident peaks in the region.
(3) For each peak (i.e., a row in the above annotation file) annotated to motif(s), assign a (+) (forward) or (–) (reverse) orientation to each motif, by checking the strand on which the motif is detected. If multiple motifs are detected, take the consensus sign. Ambiguous cases are discarded.
(4) Using the data in the annotation file, assemble a bed file with strand (orientation) information.

## Results

### Optimization of Mapping Parameters for AgR Loci

We have found that the common method of analyzing ChIP-seq data by mapping only unique reads is not appropriate for AgR loci which have arisen by extensive gene duplication of individual V genes. It is especially important for the TCRα/δ locus, which has a relatively recent triplication of a large portion of the locus in C57BL/6 mice, the genome on which all of these data are mapped (53). This became obvious when we mapped CTCF sites, and observed that the two more distal duplications (the “d” and “n” repeats) appeared not to have CTCF bound to them despite the fact that all three copies are extremely similar. We varied the parameters of the mapping, and found that the parameter v2m3, which allows retention and mapping of reads which map up to three different locations within the AgR locus, allows for accurate mapping (Figure S2A in Supplementary Material). This was verified by ChIP/qPCR using PCR primers that can distinguish the 3′ proximal repeat from the d/n repeats, thus assaying the three triplicated regions. As can be seen in Figure S2B in Supplementary Material, both the 3′ and d/n repeats bind CTCF. It can be seen that even in loci such as the Igh locus where the mapping difference between parameters are not as dramatic as at the TCRα/δ locus, the number of reads decreased somewhat at v2m2 and more at v2m1. In particular, the distal half of the Igh locus, which harbors the large VhJ558 family, displays fewer reads at v2m1 (Figure S2C in Supplementary Material). Although other AgR loci tend to display greater V segment sequence divergence than in the TCRα/δ locus, the v2m3 parameter is beneficial for all ChIP-seq analyses within multi-V gene AgR loci, and it was used for all of the analyses presented here.

### D-J-C and Enhancer-Proximal CTCF and Cohesin Binding Is Generally Not Lineage-Specific

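Peaks called from 5 ChIP-seq libraries of RAG1-deficient mice were analysed, with 1 library for each antibody and cell type, so that there are no replicates. CTCF was profiled in pre-B cells and in pro-B cells after 7 days of culture in medium containing the cytokine IL7, and Rad21 was profiled in pre-B cells, DN thymocytes and DP thymocytes. Uncultured pro-B cells, pre-pro-B cells, mature lymphocytes, MEFs and ES cells were not analysed here. The authors removed duplicate reads and adapters, aligned the reads to mm9 with Bowtie, kept reads that mapped to up to 3 places, called confident peaks in each library with MACS and deposited each peak's position and score. The lists held 42250 CTCF peaks in pre-B cells and 71080 in IL7-cultured pro-B cells. The Rad21 lists held 30488 peaks in pre-B cells, 9701 in DN and 36743 in DP thymocytes. The number of reads behind each list is unknown, and the lists end at different levels: the lowest score kept was 50 for CTCF in IL7-cultured pro-B cells and 86.45 for Rad21 in DN thymocytes. A list that ends at a higher score misses weaker sites, so a site without a peak is one not called in that library, which does not make it an unbound site. The deposited DN list holds fewer peaks in the V portions of Igh, Igκ and TCRα/δ than Figure 1 shows, and whether it is the list behind that figure is unknown, so DN values describe the deposited list only. With peaks scored below 100 left out, the alternative that moved the list lengths most, the DP list held 24759 peaks. The score is the authors' own value for each peak and was used only to rank or filter peaks within 1 list. The V gene portion of each large locus was read from the mm9 rulers of the paper's figures. It covered chromosome 12 from 114811023 to 117252061 for Igh, chromosome 6 from 67504505 to 70654178 for Igκ, chromosome 14 from 53046639 to 54602101 for TCRα/δ and chromosome 6 from 40840919 to 41233384 for TCRβ, the last without Vβ31. A peak was counted in a region when at least 1 bp of it lay inside. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only.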

To determine the lineage and stage-specificity of CTCF and cohesin binding, we performed ChIP-seq for CTCF and Rad21 (a subunit of cohesin) for two sequential stages in B lymphocyte differentiation (pro-B and pre-B) and two stages in thymocyte differentiation (DN and DP). We compared these data to published data for binding in ES cells and MEFs. The four largest AgR loci (Igh, Igκ, TCRβ, and TCRα/δ) have a similar organization with a large number of V genes spread over a major percentage of the loci, followed by the (D)J-C genes tightly clustered at one end of the locus. The much smaller Igλ and TCRγ loci have a very different organization and many fewer V genes, and will be discussed later. All four large AgR loci have 1–4 CTCF bound sites between the V genes and the D and/or J genes, and the majority of these sites in the Igh, Igκ, and TCRα/δ loci are bound by CTCF and cohesin not only in all four lymphocyte subsets but also in MEF and ES cells. Nevertheless, in some cases, such as Cer and Sis in the Vκ-Jκ intervening region (54, 55), only one of the two sites may be bound in all cell types (Table 1). By contrast, in the TCRβ locus, occupancy of CTCF and cohesin at the CTCF site called “5′PC” located 27.6 kb upstream of the Dβ1.1 gene (56), the weak CTCF site near the Dβ1.1 gene, and the CTCF site between Eβ and Vβ31 is predominantly restricted to DP and DN thymocytes.

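At IGCR1, the pre-B CTCF peaks lay on chromosome 12 from 114723136 to 114724214 and from 114725573 to 114726506, outside annotated genes, and scored above 72.7% and 89.6% of the peaks in their list. Rad21 was called at both IGCR1 sites in pre-B cells and DP thymocytes. In DN thymocytes it was called only at the site nearer the V genes, from 114725833 to 114726476, with a score above 38.0% of the DN list. At TEA, on chromosome 14, CTCF was called in pre-B cells from 54772286 to 54773152, and Rad21 was called at the same place in all 3 Rad21 libraries. This Rad21 peak scored above 47.5% of the pre-B list, 68.3% of the DN list and 94.3% of the DP list. At INT1 and INT2, the pre-B CTCF peaks lay on chromosome 14 from 54679241 to 54679919 and from 54684023 to 54684836, outside annotated genes, at 14760 and 9843 bp from Trdv4. Both were also called for Rad21 in pre-B cells, DN and DP. Over the 25 windows placed on named sites, Rad21 had a peak in 19 in DP thymocytes. The alternative that moved this most, lists limited to as many top-scoring peaks as the shortest Rad21 list, left 12.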

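A single pre-B CTCF peak on chromosome 6, from 70659296 to 70660054, overlapped the windows of both Cer sites, so it did not resolve them. It lay 5125 bp from Igkv3-1, the nearest annotated V gene, outside any gene, and scored above 99.7% of its list. The Rad21 peak at Cer scored above 99.9% of the list in pre-B cells, 88.1% in DP and 19.1% in DN thymocytes. The 2 Cer windows share the stretch from 70659509 to 70659860. In DN thymocytes the Rad21 peak lay from 70659316 to 70659566, and in DP from 70659295 to 70659826. Both lay within the window of the site nearer the V genes and reached the other window only where the 2 overlap. CTCF was called in pre-B cells at both Sis sites, from 70663051 to 70663472 and from 70664084 to 70664716. Rad21 was called at these in pre-B cells, above 67.5% and 77.4% of the list, and in DP thymocytes, above 53.5% and 50.6%. Neither Sis site had a Rad21 peak in DN thymocytes, whose list was the shortest. With the pre-B and DP lists limited to the 9701 peaks of the DN list, neither Sis site was called in DP. In pre-B cells the site nearer the V genes, ranked 9915 by score, was lost as well. The site nearer the Jκ genes, ranked 6872, was kept in pre-B cells.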

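At 5′PC, on chromosome 6, Rad21 was called from 41455361 to 41455768 in DN and from 41455365 to 41455838 in DP thymocytes, with scores above 37.7% and 95.6% of the respective lists. The place is intergenic. Neither CTCF nor Rad21 had a peak there in pre-B cells. Near Dβ1.1, 2867 bp from the annotated Trbd1 gene, a weak CTCF peak was called in pre-B cells from 41479820 to 41480333. Its score of 81.6 was above 8.51% of the list, and the peak was lost when scores below 100 were left out. A DP Rad21 peak from 41479346 to 41479868 overlapped only the edge of this CTCF peak and scored above 7.56% of its list. It ended before the best match to the CTCF consensus, from 41480178 to 41480189. The strongest DP Rad21 peak of the window, from 41482150 to 41482565, lay outside the CTCF peak. No Rad21 peak was called at this CTCF site in pre-B cells or DN thymocytes. Between Eβ and Vβ31, a DP Rad21 peak lay from 41506217 to 41506745, above 69.5% of its list. That window held no CTCF or Rad21 peak in pre-B cells and no Rad21 peak in DN thymocytes.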

**Table 1:** CTCF and cohesin binding in D-J-C-enhancer regions: lineage- and developmental stage-specificity.

CTCF locus	Between V and D/J	Enhancer	# CTCF sites	Conserved in all lymphocyte subsets?	MEF	ES
Igh	IGCR1		2	Yes	Low (site #2 only)	Yes
		3′RR	9	Yes	Yes	Yes

Igκ	Cer		2	Yes but only site #1 in DN, DP	Yes	Yes
	Sis		2	Yes	Site #2 only	Site #2 only
		none

TCRα/δ	TEA		1	Yes	Yes	Yes
		Eα	2	Yes	Yes	Yes

TCRβ	TCRβ 5′ PC (between V and D) TCRβ 3 kb up from Dβ1.1		1
			1	DP, DN (tiny peak)	No	No
		Eβ/Vβ31	1	DN, DP, pro-B only	No	Low

**Cohesin locus**	**Between V and D/J**	**Enhancer**	**# CTCF sites**	**Conserved in all lymphocyte subsets?**	**MEF**	**ES**

Igh	IGCR1		2	Only #2 in DN, pre-pro-B	Low (site #2 only)	Yes
		3′RR	9	Fewer in DP, DN	No	Yes

Igκ	Cer		2	Yes, but only site #1 in DN, DP; none pre-proB	No	Yes
	Sis		2	pro-B, pre-B, DP only	Very low	Yes
		none				

TCRα/δ	TEA		1	Low in proB, preB, not in pre-pro-B	Yes	Yes
		Eα	2	Yes	Yes	Yes

TCRβ	TCRβ 5′ PC (between V and D)		1	DP, DN only	No	No
	TCRβ 3 kb up from Dβ1.1		1	DP, DN (tiny peak)	No	No
		Eβ/Vβ31	1	DN, DP only	Yes	Yes

*All peaks are ones identified by the peak-calling program MACS*.

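In the 3′RR of Igh, read from Figure 7 as chromosome 12 from 114454067 to 114462855, CTCF had 6 peaks in pre-B cells. Rad21 had 6 peaks there in pre-B cells, 7 in DP and 3 in DN thymocytes. A broad peak can span neighbouring sites, so these counts are of peaks and not of single motifs. Near Eα, on chromosome 14, pre-B CTCF was called from 54847015 to 54848376, between Trac and Dad1, and from 54858405 to 54859281, in an intron of Dad1. Rad21 was called at both in all 3 libraries. At the first it scored above 98.9% of the list in pre-B cells, 92.4% in DN and 99.4% in DP, and at the second above 82.1%, 49.8% and 98.8%.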

### Variable Lineage-Specificity of CTCF and Cohesin Binding in the V Gene Portions of AgR Loci

In contrast to the fairly uniform binding of CTCF/Rad21 in the D-J-C regions among diverse cell types, CTCF and Rad21 binding within the large V portion of these loci shows greater lymphocyte specificity (Figure 1). 

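In pre-B cells, 121 CTCF peaks overlapped the V portion of Igh, 94 that of TCRα/δ and 11 that of TCRβ. These were 0.286% (0.238 to 0.342), 0.222% (0.180 to 0.272) and 0.0260% (0.0130 to 0.0466) of the list. For comparison with the rest of the genome, 10000 windows of the same length were placed at random on chromosomes 1 to 19 and X. As many pre-B CTCF peaks as in Igh were held by 396 of these windows, as many as in TCRα/δ by 175 and as many as in TCRβ by 2321. The windows describe this library and are no test, since V portions were not chosen at random and windows can fall on gaps in the assembly. In TCRα/δ, 68 of the 94 peaks lay mostly in sequence repeated within the V portion and need not be separate sites. Of the alternatives, leaving out peaks scored below 100 moved these counts most, to 111, 89 and 9.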

The Igh, TCRβ, and TCRα/δ loci show remarkably similar numbers of sites of CTCF binding throughout all stages of B and T progenitor populations, but many fewer sites in MEF and ES cells (Figure 1; Table S4 in Supplementary Material). Thus, they show lymphocyte-specificity, but among lymphocytes, lack lineage- and developmental stage-specificity. Pre-pro-B cells (E2A^−/−^ early progenitors) show many fewer bound CTCF peaks, suggesting that entry into the B progenitor stage is important for the initiation of CTCF binding in Ig loci. 

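CTCF was called at 65 places in the V portion of Igκ in pre-B cells, 0.154% of the list (0.119 to 0.196). Random windows of the same 3.15 Mb held a median of 41 pre-B CTCF peaks, and 70.3% of them held fewer than Igκ. Split at position 69079341, the midpoint of the V portion, 39 of the peaks lay in the Jκ-distal part and 26 in the Jκ-proximal part.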

Only the Igκ locus shows marked lineage- and stage-specificity for CTCF binding.

**Figure 1:**
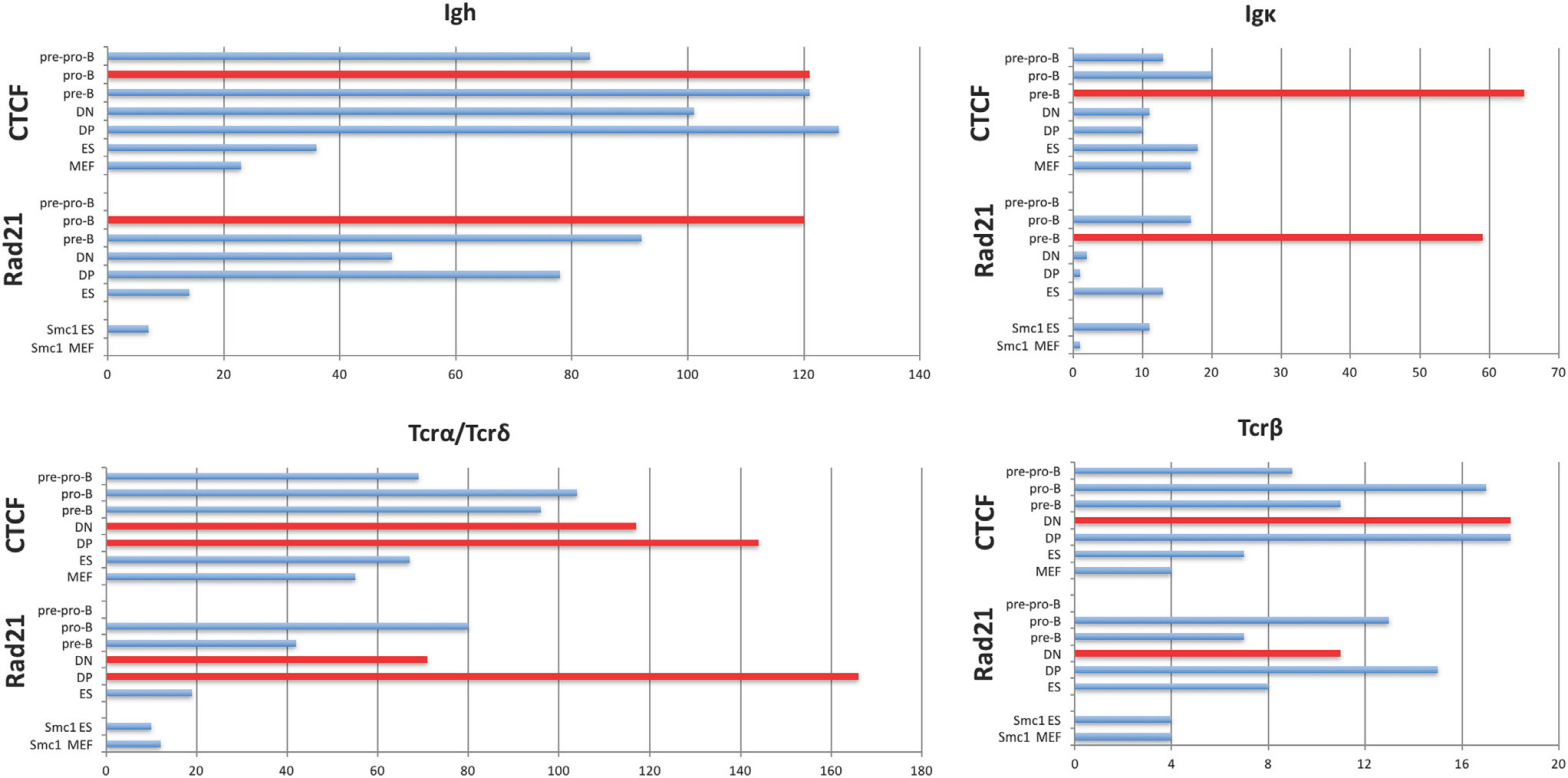
Plots of the number of significant peaks within the V gene-containing portion of each AgR locus called by MACS from ChIP-seq of pre-pro-B cells, pro-B cells, pre-B cells, double-negative (DN) and double-positive (DP) thymocytes, and murine embryonic fibroblast (MEF) and ES cells. The Rad21 and Smc1 peaks for ES and MEF were obtained from GEO, and the number of called peaks were obtained from GEO files. The cell type which is rearranging the locus being analyzed is plotted in red. The TCRα/δ locus rearranges at two stages since the TCRδ genes rearrange in DN thymocytes, and the TCRα genes rearrange in DP thymocytes. Statistics are shown in Tables S4 and S5 in Supplementary Material.

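For Igκ, which rearranges in pre-B cells, the peaks were compared with the 99 records typed as V genes in the GENCODE annotation of mm9. Records of any other type, such as pseudogenes, were left out. Only 2 of the 65 pre-B CTCF peaks (3.08%, 0.375 to 10.7) overlapped a Vκ gene. The other 63 lay outside, at a median of 7639 bp from the nearest Vκ gene over all 65. Within 4 kb upstream of a Vκ gene lay 17 peaks, and a further 9 (13.8%, 6.53 to 24.7) lay from 4 to 8 kb upstream. This comparison was added after the data had been examined, and neither wider edges nor counting by peak midpoint moved the overlap beyond its interval. For Igλ, CTCF was called in pre-B cells at 3 sites upstream of V genes, near Vλ1, Vλx and Vλ2.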

The number of V genes in each locus, the number of CTCF sites that are bound in the V gene portion of each locus at the stage of its rearrangement, and the location of those bound CTCF sites relative to the V genes coding regions are shown in Table 2. The number of bound sites does not directly correlate with the size of the locus. The number of CTCF or Rad21 bound peaks within the V region portion of the 2.8 Mb Igh and the 1.8 Mb TCRα/δ loci are well over 100 (Figure 1; Table 2). 

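Of the Rad21 libraries, DP thymocytes had 152 peaks in the V portion of TCRα/δ and 78 in that of Igh. Pre-B cells had 92 in Igh and 40 in TCRα/δ, and DN thymocytes had 21 and 33. Only 2 of the 10000 random windows held as many DP peaks as TCRα/δ, and 6 held as many DN peaks. The Igh counts were above 96.9% of windows in pre-B cells, 89.7% in DN and 89.3% in DP.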

The 3.2 Mb Igκ locus has only 65 bound CTCF sites, and the much smaller 666 kb TCRβ locus has 18 bound CTCF sites. 

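Per Mb, the pre-B CTCF list had 20.6 peaks in the V portion of Igκ, against 49.6 in Igh, 60.4 in TCRα/δ and 28.0 in TCRβ. The average over chromosomes 1 to 19 and X was 16.0 per Mb.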

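Enrichment was tested with a one-sided exact hypergeometric test of each library against the merged locations of the same antibody, here 71492 for CTCF and 46478 for Rad21. Only the libraries analysed here entered the merge, and Benjamini-Hochberg values are over 20 tests. For CTCF in pre-B cells, 121 of the 166 merged locations in Igh were called, 1.24 times the genome-wide rate (exact p = 0.000112, adjusted 0.000562). The fold was 1.13 in TCRα/δ (exact p = 0.0343, adjusted 0.0986), 1.13 in Igκ (exact p = 0.0788, adjusted 0.197) and 0.850 in TCRβ (exact p = 0.855, adjusted 1). For Rad21 in pre-B cells, all 59 merged locations in Igκ were called, a fold of 1.53 (exact p = 1.06e-11, adjusted 1.06e-10). The fold was 1.25 in Igh (exact p = 0.000111, adjusted 0.000562), whereas TCRα/δ had fewer than the genome-wide rate, a fold of 0.401. In DP thymocytes, Rad21 was called at 152 of the 153 merged locations in TCRα/δ, a fold of 1.27 (exact p = 2.0e-15, adjusted 4.0e-14). In DN thymocytes, the fold was 2.55 in TCRβ (exact p = 0.00335, adjusted 0.0134) and 1.04 in TCRα/δ (exact p = 0.432, adjusted 0.863). IL7-cultured pro-B cells contributed 97.6% of the merged CTCF locations, which leaves this library little room to rise above the background. Its fold in TCRα/δ was 1.02 (exact p = 0.0345, adjusted 0.0986). The test takes peaks as independent and describes 1 library, not the condition. In TCRα/δ, 100 of the 152 DP Rad21 peaks lay mostly in sequence repeated within the V portion. A read there can be kept at up to 3 places, so such peaks need not be separate sites. The test was not run on peaks in sequence found once. With lists of equal length, the alternative that moved it most, 4 results lost p under 0.05: CTCF in pre-B cells at Igh (exact p = 0.122) and TCRα/δ (exact p = 0.501), Rad21 in DN at TCRβ (exact p = 0.0685), and Rad21 in pre-B cells at Igh, where the fold was then 0.669 (exact p = 0.996). The other 3 kept it: Rad21 at Igκ in pre-B cells (exact p = 0.00171) and at TCRα/δ in DP thymocytes (exact p = 9.57e-05), and CTCF at TCRα/δ in IL7-cultured pro-B cells (exact p = 2.27e-07).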

A hypergeometric test shows significant enrichment of the number of bound sites in the AgR loci in the various cell types studied compared to genome-wide binding (Table S5 in Supplementary Material). 

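The consensus that the authors found de novo with HOMER, GCCCCCTRGTGG, was searched on both strands of each pre-B CTCF peak with at most 2 mismatches. It matched 20421 of the 42250 peaks genome-wide (48.3%, 47.9 to 48.8) and 14 of the 65 peaks in the V portion of Igκ (21.5%, 12.3 to 33.5). Sequence of the same length 2000 bp away matched in 8.97% of cases genome-wide and in 0 of 65 at Igκ, where 0 allows up to 5.52%. The search is narrower than one with all 9 motifs of Table S3. With 1 mismatch, 16.1% of all peaks and 1 of the 65 Igκ peaks matched. A limit of 3 mismatches, added after the values were seen, moved the shares most, to 91.2% and 73.8%, but then 50.0% of the neighbouring sequences matched genome-wide and 26.2% at Igκ.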

76–95% of peaks contain consensus motifs within each locus (Table 3).

**Table 2:** Bound CCCTC-binding factor (CTCF) in V gene portions of all AgR loci.

Locus	Total number of V genes	# Functional V genes	Size of entire locus	# Bound CTCF within V gene locus	Location of CTCF sites relative to V genes
I_g_H	195	113	2.8 Mb	121	Within 100 bp of the RSS for most genes in the Vh families: 7183, Q52, S107, X24, Vh11, Vh12, Vh10, J606; intergenic for all the other Vh families
I_g_κ	140	125	3.2 Mb	65	Most intergenic, only a few within 4–8 kb upstream of promoter
I_g_λ	3	3	233 kb	3	Upstream of each V gene
TCRβ	33	22	666 kb	18	Several at/near promoters; 2 near RSS, several have none
TCRα/δ	131	109	1.8 Mb	144	Many upstream of V gene promoter, some intergenic
TCRγ	7	7	174 kb	2	Flanking 2 of 3 V clusters

*The number of CTCF sites bound is for the cell type in which that locus rearranges*.

**Table 3:** CTCF peaks with consensus motifs within V gene portion of each locus.

Region analyzed	ChIP-seq analyzed	Total # peaks (MACS)	# Peaks with one or more of the CTCF motifs	% of MACS peaks that matched at least one of nine CTCF PWM
genome wide	pre-B	42,250	34,560	81.8
Vh in Igh	pro-B	121	115	95.0
Vκ in Igκ	pre-B	65	50	76.9
Vβ in TCRβ	DN	18	14	77.8
Vα/δ in TCRαδ	DP	144	114	79.2

With the exception of the TCRβ locus, the large loci show more lineage- and stage-specificity in binding of the cohesin subunit Rad21 (Figure 1). 

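The Rad21 lists differ in length, and this bears on counts between cell types. With the pre-B and DP lists limited to as many top-scoring peaks as the DN list, pre-B cells had 14 Rad21 peaks in the V portion of Igh, DP 16 and DN 21. In TCRα/δ, the same limit left 3 peaks in pre-B cells and 50 in DP thymocytes beside 33 in DN, and in TCRβ 0 and 5 beside 9. The order of the cell types therefore changed with the limit at Igh, and at TCRβ DN came above DP. DP stayed above pre-B cells at TCRα/δ and TCRβ.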

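In the V portion of Igκ, Rad21 had 59 peaks in pre-B cells, 0.194% of the list (0.147 to 0.250), and 1 peak each in DN and DP thymocytes. The DP list is longer than the pre-B list, and its share at Igκ was 0.00272% (6.89e-05 to 0.0152). The pre-B count was above 78.7% of random windows. With lists of equal length, Igκ held 14 peaks in pre-B cells and 0 in DP.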

As with CTCF binding, the Igκ locus shows the greatest lineage- and stage-specificity, and again, MEF and ES cells show the least amount of Rad21 bound. However, it should be noted that our lymphocyte and non-lymphocyte data for Rad21 and Smc1 (another cohesin subunit) may not be directly comparable because we used MACS to calculate Rad21 peaks from all lymphocyte subsets whereas we plotted peak calls obtained by the authors for Rad21 and Smc1 in ES cells and MEFs. Nonetheless, cohesin binding appears to contribute greater lineage-specificity than CTCF binding at AgR loci.

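The Rad21 peaks of pre-B cells, DN and DP thymocytes were merged into sites, each listed by the libraries in which it was called. Genome-wide, 8672 of the sites (18.7%, 18.3 to 19.0) were called in all 3 libraries and 44.6% (44.1 to 45.0) in pre-B cells and at least 1 thymocyte stage. In Igκ, 58 of 59 sites (98.3%, 90.9 to 100.0) were called in pre-B cells only. In TCRα/δ, 101 of 153 sites (66.0%, 57.9 to 73.5) were called in DP only, a further 11 in DN and DP, and 0 in pre-B cells only, which allows up to 2.38%. In Igh, 57 of 113 sites (50.4%, 40.9 to 60.0) were called in pre-B cells and at least 1 thymocyte stage, an interval that holds the genome-wide share. Sites called in pre-B cells only were 31.0% in Igh (22.6 to 40.4) against 20.6% genome-wide, and sites called in DP only were 18.6% (11.9 to 27.0) against 33.6%. With lists of equal length, the shares in pre-B cells only were 15.2% in Igh and 14.8% genome-wide. TCRβ had 17 sites, of which 7 were called in DP only, 5 in all 3 libraries and 0 in pre-B cells only. The share called in all 3 libraries depends on the shortest list. With lists of equal length, the alternative that moved it most, it rose to 33.2% genome-wide and fell to 5.17% in TCRα/δ. CTCF in thymocytes was not analysed here, so the 2 proteins were not compared across lineages. From the numbers of CTCF and Rad21 peaks in Figure 1, the paper proposes that cohesin adds more lineage-specificity than CTCF at these loci.

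**Figure D1:**
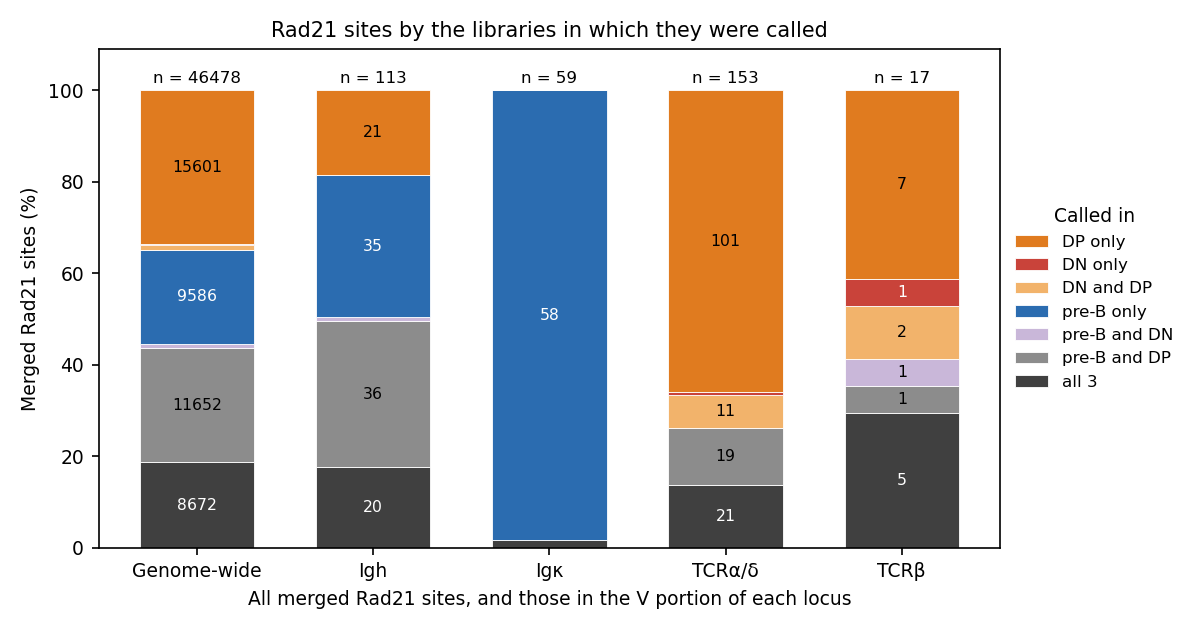
Merged Rad21 sites by the libraries in which they were called. Each bar is 1 set of sites, genome-wide or in the V portion of a locus, the vertical axis is the percent of its merged sites, the colours are the combinations of pre-B, DN and DP libraries, and numbers in the bars are sites. The Igκ bar holds 58 sites called in pre-B cells only and 1 called in all 3 libraries, and the largest part of the TCRα/δ bar is the 101 sites called in DP only.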

### Lineage- and Stage-Specificity of CTCF and Cohesin Binding Intensity in AgR Loci

Although the number of MACS called CTCF peaks in a locus is often similar among the different stages of lymphocyte differentiation, we observed substantial developmental stage-specificity in the abundance of reads (heights of peaks) of CTCF and cohesin binding at these sites. Often binding was highest in the developmental stage during which rearrangement normally occurs. The predominant reason for a higher peak at any specific location in one cell type vs. another is that a larger proportion of the cells used for the ChIP-seq lysate had CTCF (or Rad21) bound at that site. Within a locus, one reason for different heights of the various CTCF peaks could also be that a different proportion of cells had CTCF bound at the different sites, or it could reflect differences in the binding strength of CTCF to the individual sites, since the motif for CTCF is quite variable (57).

We examine each of the four large AgR loci separately in the sections below. The analysis of the two smaller AgR loci that do not have the same V, D, and J gene organization pattern will be presented later.

#### Igh Locus

The Igh locus rearranges in the pro-B cell stage. T cells display some Dh-Jh rearrangements which may have occurred before the B and T cell lineages have bifurcated from their common progenitor (59). The 121 CTCF sites within the 2.5 Mb of the V gene part of the Igh locus show a similar pattern of peak heights of CTCF binding throughout the locus for the lymphocyte subsets examined, although the peak heights are lower overall in the pre-pro-B cells (Figure 2). By contrast, the MEFs display very little binding. The ES cells show a pattern of CTCF and cohesin binding similar to the lymphocytes at the Jh-proximal ~800 kb whereas the remaining Jh-distal ~1.7 Mb show few if any occupied CTCF sites in ES cells. 

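Of the 121 pre-B CTCF peaks in the V portion of Igh, 90 (74.4%, 65.6 to 81.9) overlapped a pre-B Rad21 peak, against 63.5% (63.1 to 64.0) of pre-B CTCF peaks genome-wide. In the other direction, 90 of the 92 Rad21 peaks (97.8%, 92.4 to 99.7) overlapped CTCF, against 88.1% genome-wide. The share of CTCF peaks with Rad21 depends on both lists and moved both ways. With each limited to the length of the shorter one, it was 86.6% in Igh and 78.9% genome-wide, and with scores below 100 left out it was 62.2% and 59.1%.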

The Rad21 binding pattern is similar for the pro-B, pre-B cells and mature B cells, but shows low binding in only in the most Jh-proximal part of the locus in MEF and ES cells. Pre-pro-B cells show little Rad21 binding anywhere within the locus.

**Figure 2:**
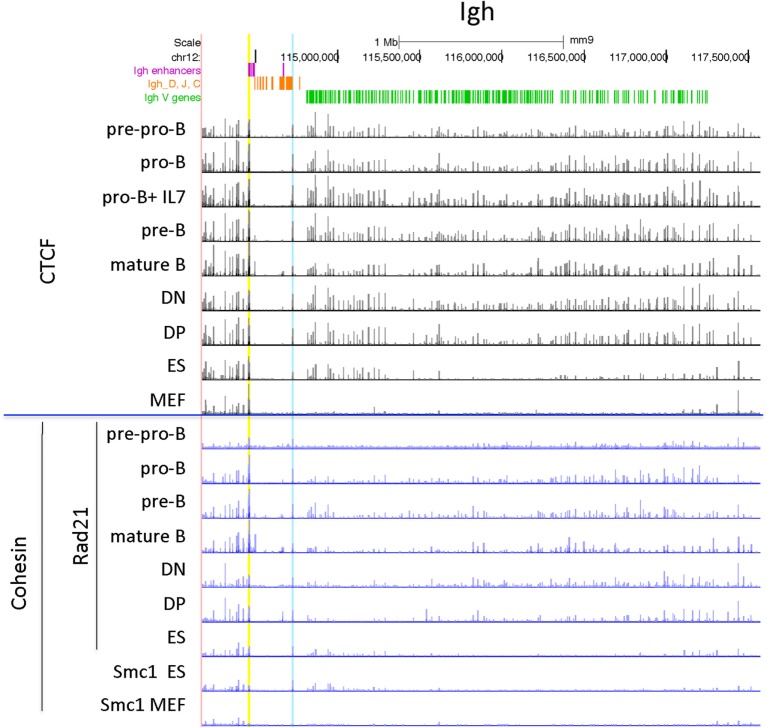
Genome Browser views of CCCTC-binding factor (CTCF) and cohesin subunit (Rad21 or Smc1) ChIP-seqs for the Igh locus. IGCR1 (the set of two CTCF sites upstream of DFL16.1) is highlighted in blue and the set of nine CTCF sites in the 3′ regulatory region are highlighted in yellow.

#### Igκ Locus

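In pre-B cells, 49 of the 65 CTCF peaks in the V portion of Igκ (75.4%, 63.1 to 85.2) overlapped a Rad21 peak. This was the case for 32 of 39 peaks in the Jκ-distal part (82.1%, 66.5 to 92.5) and 17 of 26 in the Jκ-proximal part (65.4%, 44.3 to 82.8), and these intervals overlap. Of the 59 Rad21 peaks, 49 overlapped a CTCF peak and 10 did not.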

The Igκ locus rearranges in pre-B cells and displays maximal CTCF and cohesin binding at that stage (Figure 3). 

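The site shown in all tracks of Figure 3 was called in all 5 libraries. In pre-B cells, CTCF lay on chromosome 6 from 68618195 to 68618973, 11583 bp from Igkv10-95 and outside any annotated gene. This peak scored above 79.4% of the pre-B CTCF list, and the peak of IL7-cultured pro-B cells above 90.3% of its list. The Rad21 peak scored above 95.9% of the list in pre-B cells, 50.0% in DP and 14.1% in DN thymocytes. The best match to the consensus was ACCCCCTGGTGT from 68618739 to 68618750, with 2 mismatches. It was the only merged Rad21 site of the Igκ V portion called in all 3 Rad21 libraries, and it was lost in DN with scores below 100 left out and in DP with lists of equal length.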

Only one strong binding site 2 Mb away from the Jκ regions is present in all cell types examined, but the majority of the peaks show extensive specificity. Pro-B cells display lower level CTCF binding to several sites in the middle and Jκ-distal end of the locus, but very little binding at all to the entire proximal half of the V portion of the locus. Other lymphocyte subsets and ES cells display only a few Jκ-distal CTCF-binding peaks. 

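Of 10000 random windows as long as the V portion of Igκ, 9155 held at least as many DN Rad21 peaks as the 1 found there, and 9642 as many DP peaks. The median window held 10 and 34 peaks.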

There is little to no Rad21 binding in MEFs and pre-pro-B cells, and very few sites bound in DN and DP thymocytes. ES cells have some peaks for both Rad21 and Smc1 cohesin subunits, and pro-B cells have a few small peaks. Thus, the Igκ locus shows greater lineage- and stage-specificity of CTCF and cohesin binding than any of the other AgR loci.

**Figure 3:**
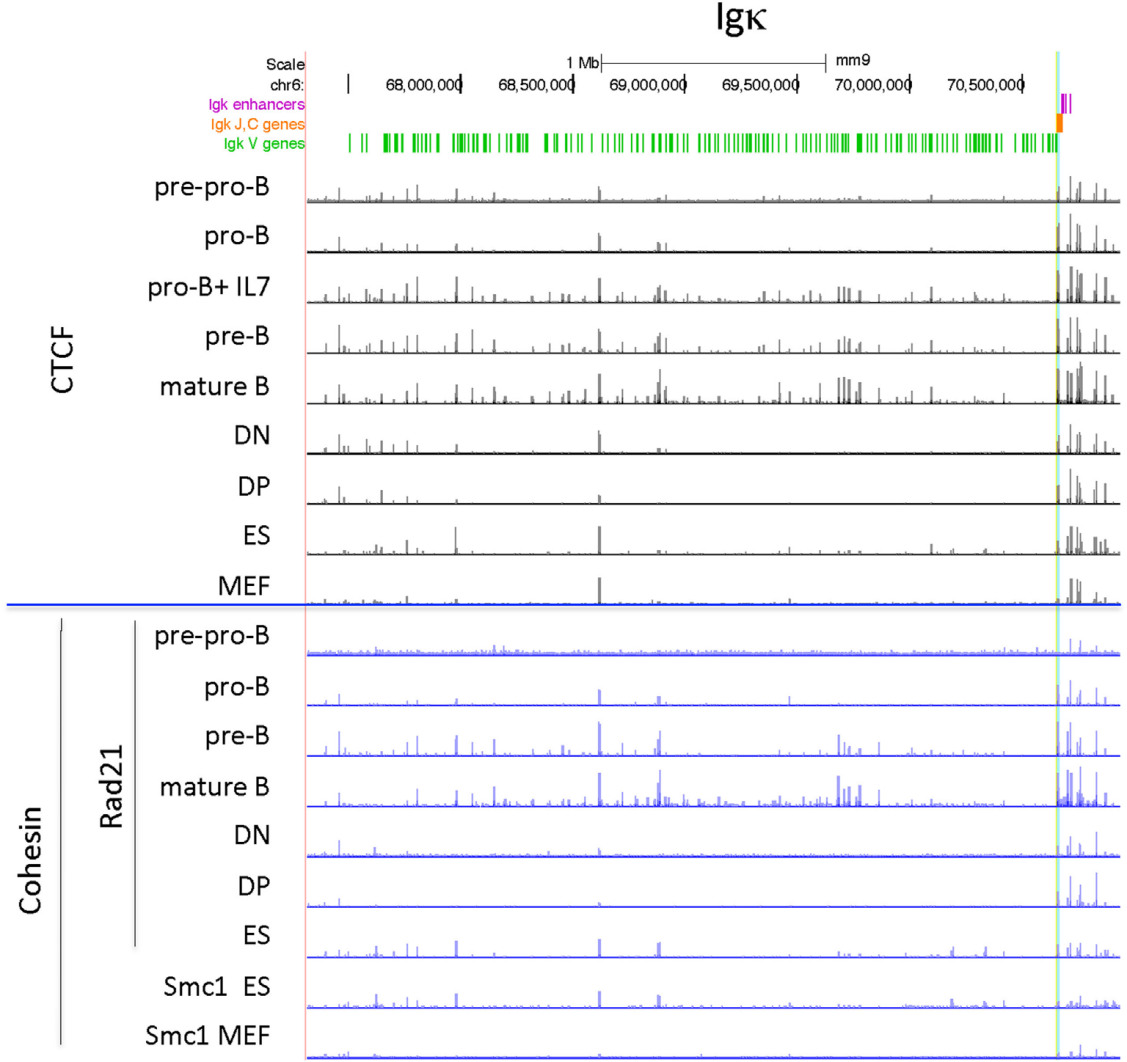
Genome Browser views of CCCTC-binding factor (CTCF) and cohesin subunit (Rad21 or Smc1) ChIP-seqs are plotted for the Igκ locus. The two CTCF sites in Cer are highlighted in yellow and the two CTCF sites in the adjacent Ser region are highlighted in blue.

Culture of pro-B cells in IL7 for several days is often done to obtain large numbers of pro-B cells for ChIP or ChIP-seq (58, 60). However, we found that the CTCF-binding pattern of IL7-cultured RAG^−/−^ pro-B cells resembles that of pre-B cells, not pro-B cells, in that all of the binding sites in the proximal half of the locus are now strongly binding CTCF (Figure 3). 

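CTCF had 92 peaks in the V portion of Igκ in IL7-cultured pro-B cells, 44 in the Jκ-distal and 48 in the Jκ-proximal part. Of the 26 pre-B peaks in the proximal part, 25 (96.2%, 80.4 to 99.9) overlapped a peak of the IL7-cultured cells, and of the 39 in the distal part, 34 (87.2%, 72.6 to 95.7) did. Genome-wide, 40565 pre-B peaks did and 1685 did not. In the other direction, 25 of the 48 proximal IL7 peaks (52.1%, 37.2 to 66.7) and 34 of the 44 distal ones (77.3%, 62.2 to 88.5) overlapped a pre-B peak, against 58.6% genome-wide. The 25 shared proximal peaks scored above a median of 61.4% of the IL7 list, from 5.87 to 79.7, and the 23 proximal peaks without a pre-B counterpart above a median of 18.7%. In the pre-B list, the shared proximal peaks scored above a median of 40.8%. The IL7 list is the longer one. Limited to the length of the pre-B list, the alternative that moved the sharing most, it matched 18 of the 26 proximal pre-B peaks (69.2%), against 84.8% genome-wide. In reverse, the same limit raised the share of IL7 peaks with a pre-B peak in both parts and genome-wide. Uncultured pro-B cells were not analysed here, so these values bear only on the likeness to pre-B cells. From strong CTCF binding at all sites of the proximal part, the paper concludes that IL7-cultured pro-B cells resemble pre-B cells and not pro-B cells in their CTCF binding.

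**Figure D2:**
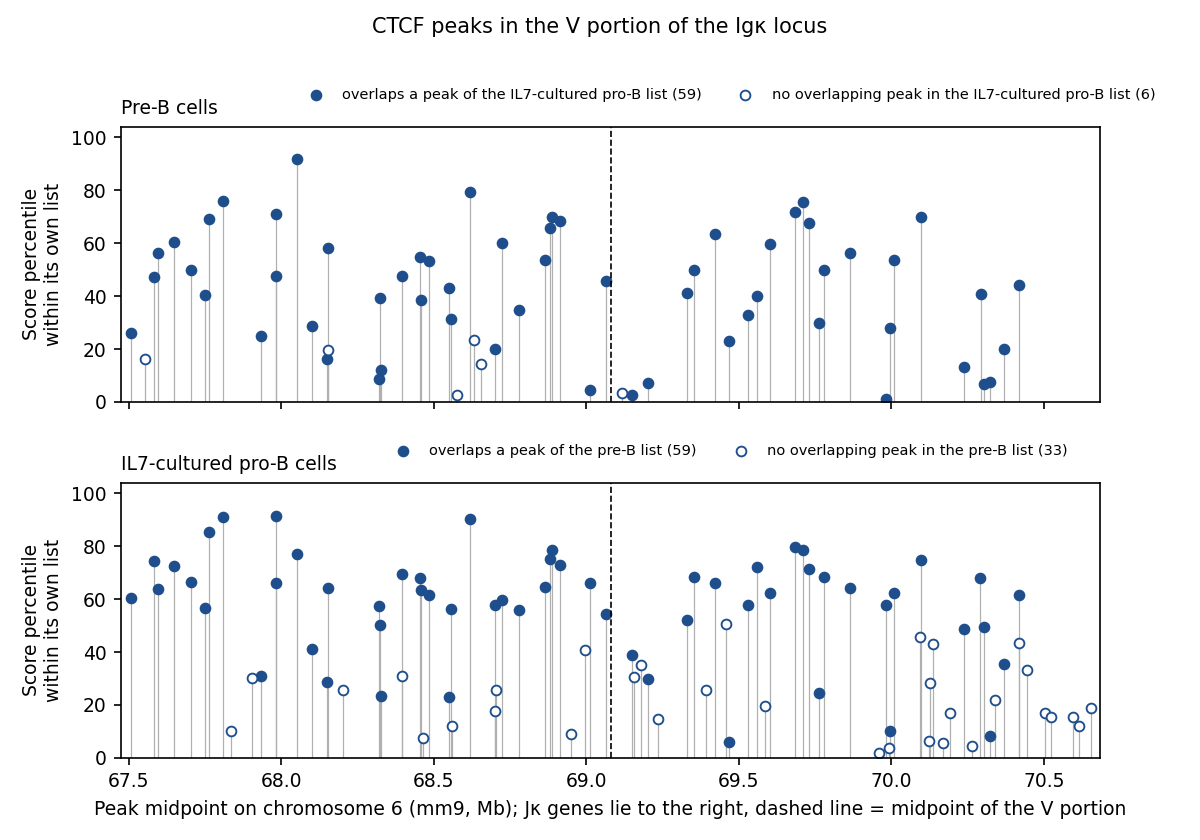
CTCF peaks in the V portion of the Igκ locus in pre-B cells (top) and IL7-cultured pro-B cells (bottom). The horizontal axis is the peak midpoint on chromosome 6 in Mb, the vertical axis is the percentile of the peak's score within its own list, filled points overlap a peak of the other list, open points do not, and the dashed line is the midpoint of the V portion. Right of the line, 25 of 26 pre-B points are filled, and 23 of the 48 points of the IL7-cultured cells are open, with a median percentile of 18.7.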

To further address the nature of these cells, we analyzed the epigenetic markers H3ac and H3K4me3 at select sites within the Igh and Igκ loci by ChIP/qPCR, and also analyzed the production of ncRNA (also known as “germline transcription”) (Figure 4). Within the Igh locus, pro-B cells display extensive ncRNA at three PAIR elements in the distal part of the locus (61), and ChIP/qPCR shows a 10-fold reduction of this transcription in pre-B cells, and even greater reduction in IL7-cultured pro-B cells (Figure 4B). Likewise the level of ncRNA over the VhJ558 genes (62) is substantially lower in both pre-B and IL7-cultured pro-B cells. The extent of H3K4me3 at PAIR4 in IL7-cultured pro-B cells is intermediate between that in pro-B and pre-B cells. ChIP-seq for H3K4me1, the epigenetic mark of enhancers, shows that although pro-B cells have very few sites of H3K4me1 in the Vκ locus in pro-B cells, IL7-cultured pro-B cells resemble pre-B cells in that they have many regions of H3K4me1 bound throughout the Vκ locus (Figure 4C). Transcription of the κ° ncRNA (63), which runs through the Jκ and Cκ genes is greatly increased in pre-B cells, and is intermediate in the IL7-cultured pro-B cells compared to pro-B cells (Figure 4B). Likewise, the extent of H3ac at the Jκ genes is greatly increased in pre-B cells compared to pro-B cells and is intermediate in IL7-cultured pro-B cells (Figure 4A). There is a relatively high level of ncRNA through the Vκ38-93 gene in pre-B cells but not pro-B cells, and the IL7-cultured pro-B cells resemble pre-B cells in both ncRNA transcription as well as in the H3K4me3 profile. Thus, for epigenetic marks, germline transcription, and CTCF binding, IL7-cultured pro-B cells resemble pre-B cells more than pro-B cells for many characteristics. Thus, previous published data on IL7-cultured pro-B cells should be interpreted with caution.

**Figure 4:**
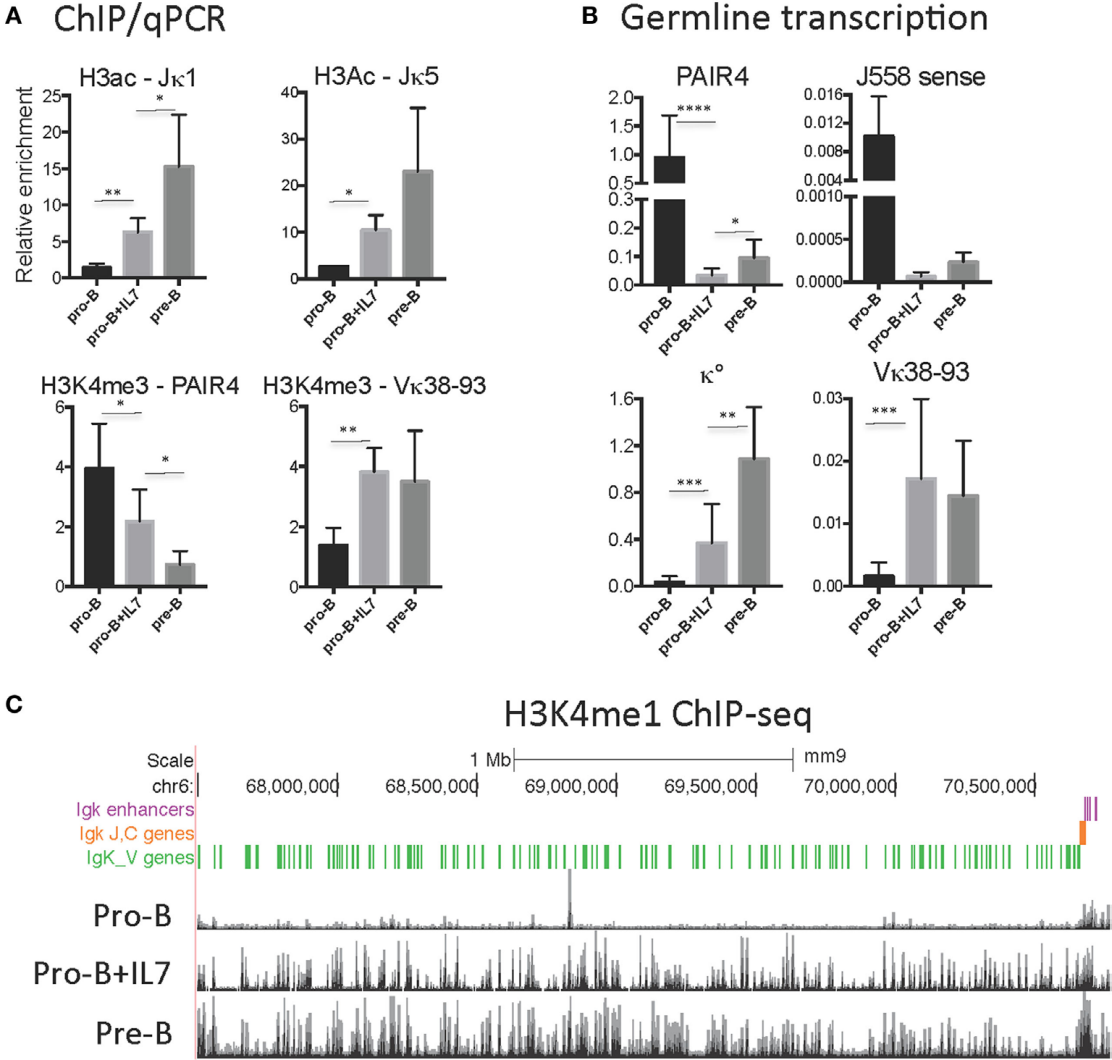
**(A)** H3K4me3 and H3ac ChIP/qPCR on RAG1^−/−^CD19^+^ pro-B cells, RAG1^−/−^IgH Tg^+^ CD19^+^ pro-B cells, and RAG1^−/−^ pro-B cells cultured with IL7. **(B)** Relative levels of transcription of ncRNA (germline transcription) in the Igh (PAIR and J558 sense) and Igκ (κ° and Vκ38-93) loci in RAG1^−/−^ CD19^+^ pro-B cells, RAG1^−/−^IgH Tg^+^ CD19^+^ pre-B cells, and RAG1^−/−^ pro-B cells cultured with IL7. **(C)** H3K4me1 ChIP-seq on RAG1^−/−^ CD19^+^ pro-B cells (38), RAG1^−/−^ pro-B cells cultured with IL7 (58), and RAG1^−/−^IgHTg^+^ CD19^+^ pre-B cells throughout the Igκ locus. Significance determined with Mann–Whitney test. * is <0.05, ** is <0.01, *** is <0.001, and **** is <0.0001.

#### TCRα/δ Locus

The organization of this locus is by far the most complex since it contains all the genes for both the alpha and delta chains of the TCR with TCRδ rearrangement occurring at the DN stage of thymocyte development, and TCRα rearrangement in the subsequent DP stage of development. However the pattern of CTCF binding at the TCRα/δ locus is very similar in all lymphocyte subsets, with the exception of particularly low level binding in pre-pro-B cells (Figure 5). 

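The triplicated part of the TCRα/δ locus limits what peaks there can show, since a read that maps to up to 3 places was kept at each of them. Of the 94 pre-B CTCF peaks in this V portion, 68 (72.3%, 62.2 to 81.1) had at least 50% of their 36-base words elsewhere in the same V portion or within 5000 bp of it. The other 26 lay mostly in sequence found once. In Igh the repeated share was 26.4% and in Igκ 10.8%.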

ES cells also have many sites bound by CTCF, and only MEFs have noticeably smaller CTCF peaks. By contrast, high level Rad21 binding is restricted to the two thymocyte subsets and mature T cells, and there is almost no cohesin bound in MEF or pre-pro-B cells.

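Among peaks of the TCRα/δ V portion that lay mostly in sequence found once, DP thymocytes had 52 Rad21 peaks, DN 12 and pre-B cells 10. In pre-B cells, 33 of the 40 Rad21 peaks (82.5%, 67.2 to 92.7) scored below the median of the pre-B list, whereas in DP thymocytes 57 of 152 (37.5%, 29.8 to 45.7) scored below the DP median and in DN 14 of 33 (42.4%, 25.5 to 60.8) below the DN median. The alternative that moved these shares most, lists of equal length, gave 3 of 3 peaks in pre-B cells and 25 of 50 in DP. Of the pre-B CTCF peaks in this V portion, 37 (39.4%, 29.4 to 50.0) overlapped a pre-B Rad21 peak. With scores below 100 left out, the share was 21.3%.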

**Figure 5:**
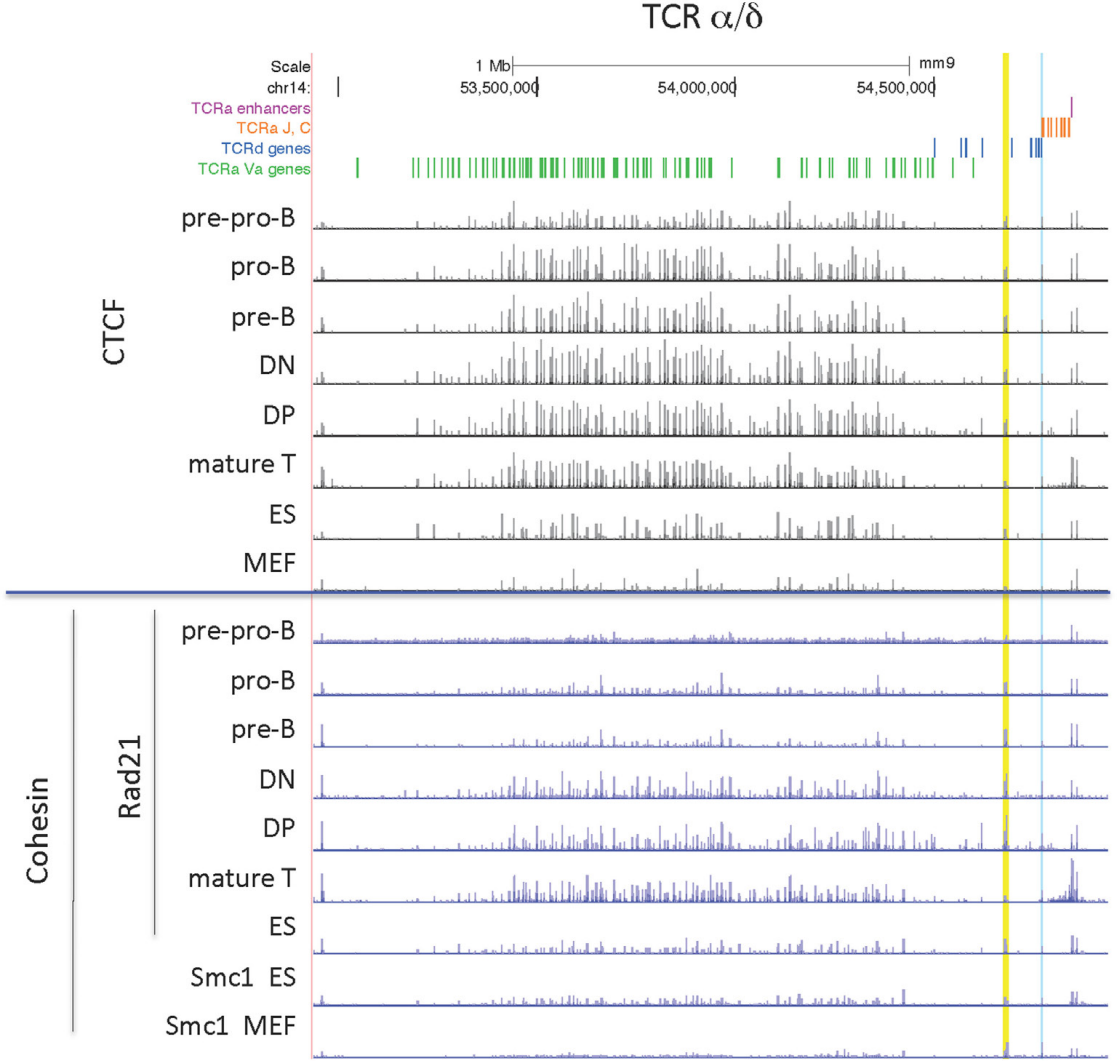
Genome Browser views of CCCTC-binding factor (CTCF) and cohesin subunit (Rad21 or Smc1) ChIP-seqs are plotted for the TCRα/δ locus. The TEA element is highlighted in blue and INT1/INT2 is highlighted in yellow.

#### TCRβ Locus

The TCRβ locus is the smallest of the 4 large AgR loci, with all but 2 of its 22 functional V genes located in a compact 235 kb region. CTCF binding throughout the locus is similar in all lymphocyte subsets, but much less binding is found in ES cells and MEFs (Figure 6). 

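None of the 11 pre-B CTCF peaks in the TCRβ V portion lay mostly in repeated sequence, and 5 of 11 (45.5%, 16.7 to 76.6) scored below the median of the pre-B list. Only 1 overlapped an annotated Vβ gene, and 5 lay within 4 kb upstream of one.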

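Rad21 had 15 peaks in the TCRβ V portion in DP thymocytes, 9 in DN and 7 in pre-B cells. These counts were above 87.9%, 99.1% and 72.7% of random windows of the same length in the same library. All 7 pre-B Rad21 peaks overlapped a pre-B CTCF peak. With counts this small, the exact intervals of the shares of the lists overlapped for pre-B cells, 0.0230% (0.00923 to 0.0473), and DP, 0.0408% (0.0229 to 0.0673). The DN share was 0.0928% (0.0424 to 0.176).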

Rad21 binding is highest in T cell subsets, but there is low level binding in B cell progenitors as ES cells.

**Figure 6:**
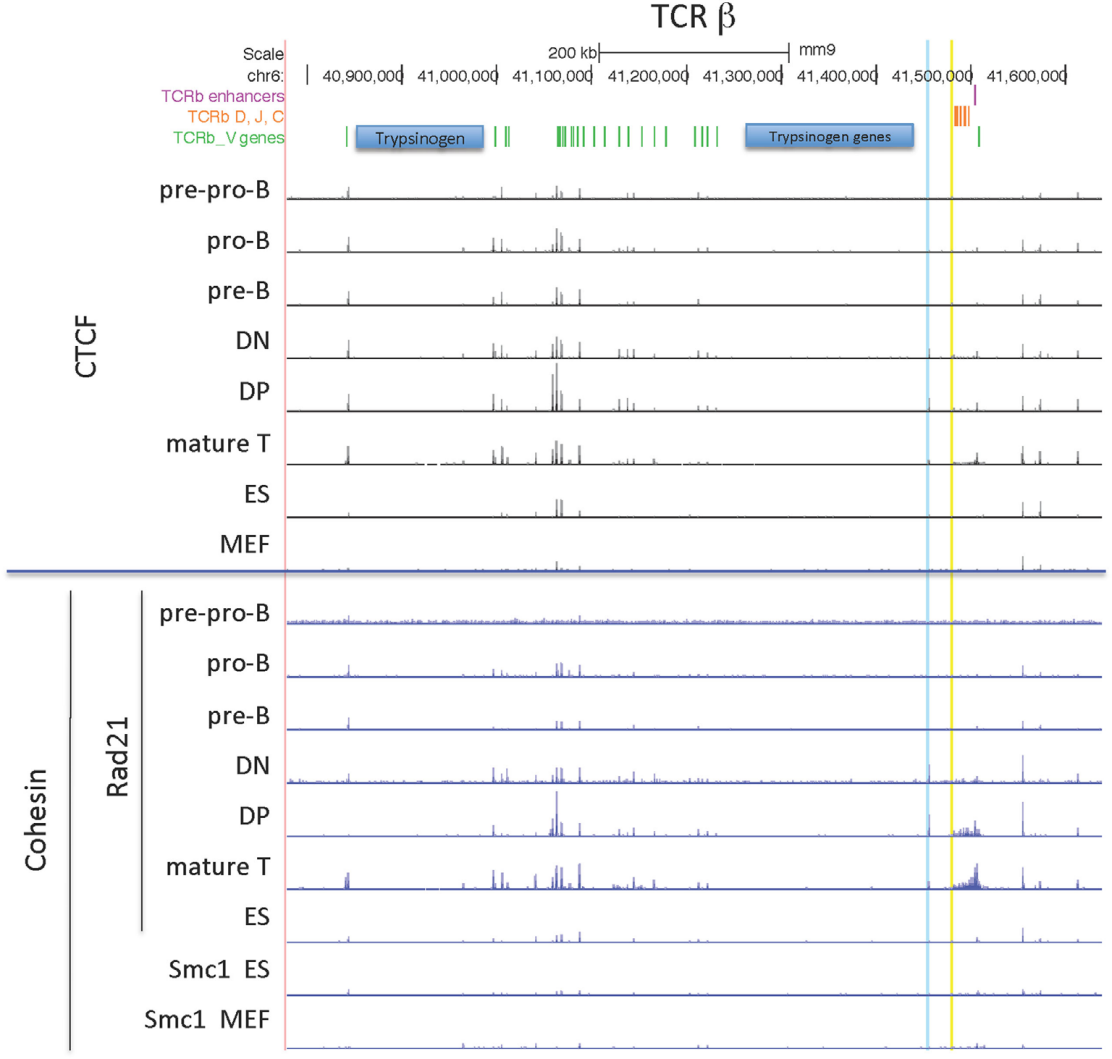
Genome Browser views of CCCTC-binding factor (CTCF) and cohesin subunit (Rad21 or Smc1) ChIP-seqs are plotted for the TCRβ locus. 5′PC is highlighted in blue and the low CTCF site near Dβ1 is highlighted in yellow.

### CTCF Orientation within the AgR Loci

It has been documented that 65–90% of long-range CTCF–CTCF interactions take place between CTCF sites present in convergent orientation (facing each other) (10, 64). The boundaries of TADs have a very high percentage of convergently oriented CTCF loops, probably due to the process of loop extrusion (20). However, there is more variable orientation of pairs of CTCF sites within TADs (13, 65). Since the many CTCF sites within the AgR loci could serve to create the rosette structure that the AgR loci are thought to adopt, and since they could also aid in bringing the many V genes, spread out over Mb in some cases, into close proximity to D-J genes, the orientation of CTCF sites within the AgR loci is of critical importance for predicting the role and location of CTCF–CTCF loops (28). We, therefore, compiled 9 CTCF motifs as described in Section “Materials And Methods,” and determined the orientation of all CTCF sites identified by any of those motifs.

Two of the large AgR loci, Igh and TCRβ, have rather simple CTCF orientation patterns, with all bound CTCF sites in the large V gene portion of the loci pointing toward the D-J-C regions, and most of the CTCF sites in the D-J-C-enhancer regions oriented toward the V region CTCF sites (66) (Figures 7 and 8A). By contrast, the two other large AgR loci, Igκ and TCRα/δ, have complex patterns of CTCF orientation, with many of the sites within the V portions of the loci pointing away from the D-J-C regions as well as many oriented toward the D-J-C regions, as described below.

**Figure 7:**
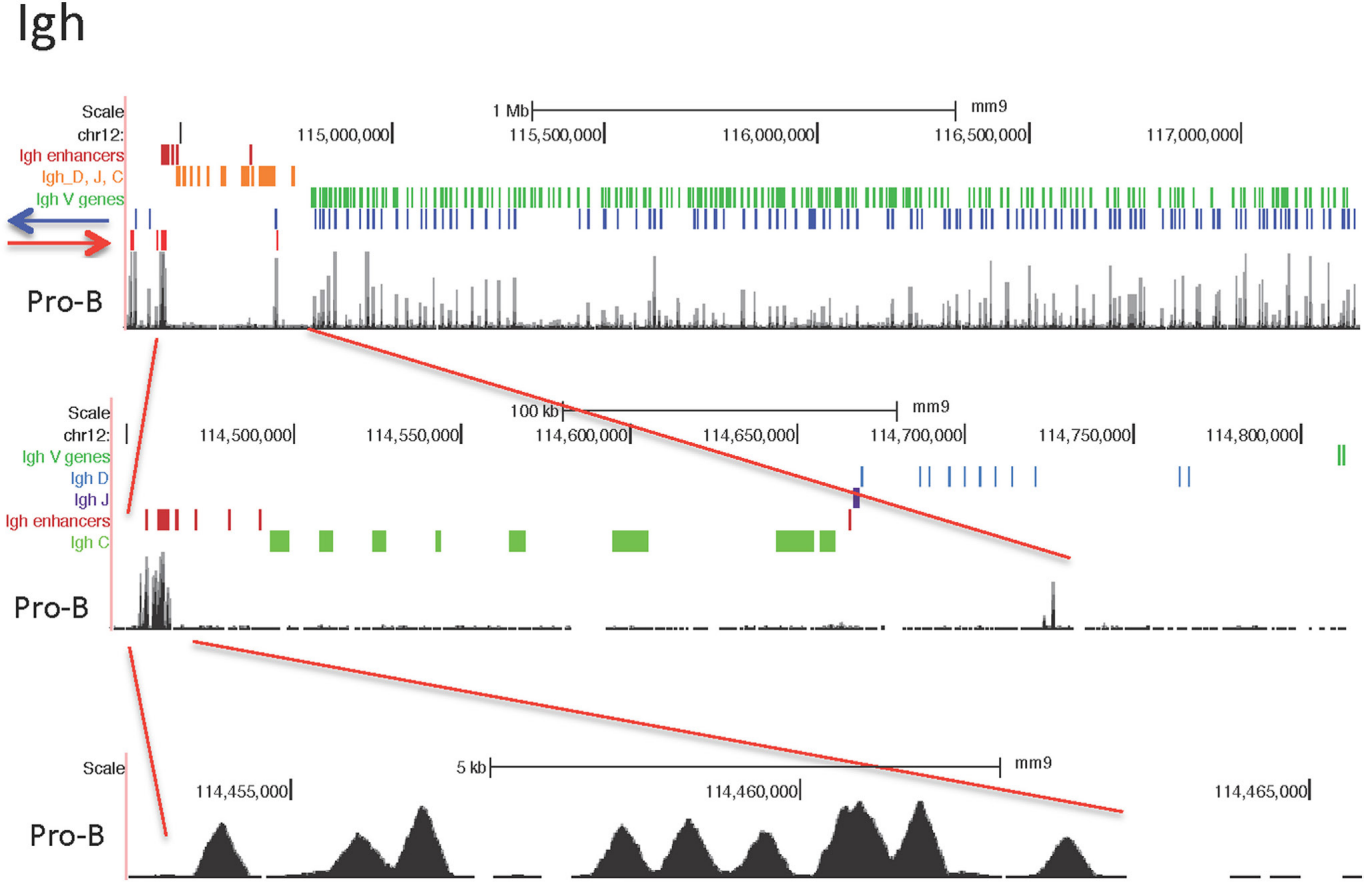
Orientation of CCCTC-binding factor (CTCF) sites in the immunoglobulin heavy chain (Igh) locus, with close-up of the D-J-C-enhancer region in the middle panel, and close-up of the 3′ regulatory region in the bottom panel.

**Figure 8:**
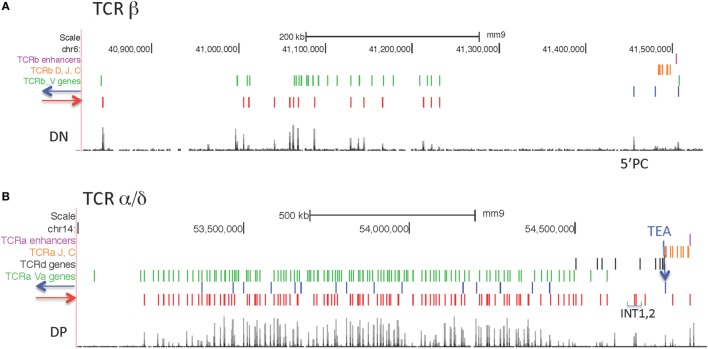
**(A)** Orientation of CCCTC-binding factor (CTCF) sites in the TCRβ locus. **(B)** Orientation of CTCF sites in the Tcrα/δ locus.

#### TCRα/δ Locus

CTCF sites are located in both orientations in the V part of the locus, although the majority of sites (129/144) are pointing toward the J-C regions (Figure 8B) as previously observed (67). 

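In the pre-B CTCF peak at TEA, the best match to the 12-base consensus was GCCCCCTGCTGC on the plus strand of chromosome 14, from 54772709 to 54772720, with 2 mismatches. On this strand the consensus points to lower coordinates, where the TCRα/δ V genes lie.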

The CTCF site at the TEA promoter is an important regulatory element located upstream of the 61 Jα gene segments (68, 69), and it is oriented toward the V genes. The next CTCF site with the same orientation is just upstream of the V gene Trav17. This CTCF near Trav17 is oriented to make long-range loops with any of the many upstream CTCF sites throughout the V region part of the locus. 

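In the CTCF peaks at INT1 and INT2, the best matches were GCCATCTAGTGG from 54679639 to 54679650, with 2 mismatches, and GCCCCCTAGTGT from 54684388 to 54684399, with 1. Both lay on the minus strand and so point to higher coordinates on chromosome 14. The same matches were found in pre-B cells and IL7-cultured pro-B cells.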

Two prominent CTCF sites upstream of Trdv2-2 are oriented toward TEA, and have been demonstrated interact with TEA (67). Deletion of those two CTCF sites, called INT1 and INT2, results in altered TCRδ and TCRα V gene usage (67).

#### Igκ Locus

The Igκ locus has four CTCF sites in between the V genes and the J genes. 

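The CTCF peak over Cer held no match to the consensus with at most 2 mismatches. With 3, a limit added after the data had been examined, the best match was CCCCCATAATGG on the minus strand of chromosome 6, from 70659356 to 70659367, which points to higher coordinates, where the Jκ genes lie. A single match of this quality is weak evidence for a strand.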

The set of two sites closest to the V genes, called Cer, plays an important role in locus conformation and regulation, and both CTCF sites are oriented toward the V genes (55). The set of two CTCF sites closest to the Jκ genes, called Sis, has a less prominent role in locus regulation (54). One of those CTCF sites in Sis is orientated toward the V genes and the other is in the opposite orientation. 

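Neither Sis site held a match with at most 2 mismatches. With 3, the added limit, the best match at the site nearer the V genes was TCCCTCAAGTGG from 70663306 to 70663317 on the minus strand. The site nearer the Jκ genes had matches of equal quality on each strand, GGCCTCTGCTGG from 70664396 to 70664407 on the minus strand and GGCCCCTAGTCA from 70664404 to 70664415 on the plus strand.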

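A consensus match on the minus strand of chromosome 6 points toward the Jκ genes. Of the 14 pre-B CTCF peaks in the Igκ V portion with a match of at most 2 mismatches, 9 pointed toward the Jκ genes and 5 away (64.3% toward, 35.1 to 87.2). The other 51 peaks had no match and no strand was assigned. With 1 mismatch, the only match pointed away, and with 3 mismatches, the added limit, 23 pointed toward, 23 away and 2 were ties.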

The CTCF sites in the 3.1 Mb V region portion of the locus are present in both orientations (Figure 9). 

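In the Jκ-proximal part of Igκ, 6 of 26 pre-B CTCF peaks had a match, of which 3 pointed toward the Jκ genes and 3 away. In IL7-cultured pro-B cells, 10 of the 48 proximal peaks had a match, 5 in each direction. These numbers are too small to show a preferred direction. With the added limit of 3 mismatches, 5 pre-B peaks pointed toward and 11 away.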

The majority of sites in the J-proximal half of the locus are pointed away from the CTCF sites in the V-J intervening region. Thus, these CTCF sites are not oriented to participate in looping to convergently oriented CTCF sites that would bring proximal V genes closer to the J genes. By contrast, the majority of CTCF sites in the distal half of the locus are oriented toward the J genes, and thus could potentially interact in convergent orientation with the CTCF sites in Cer and Sis in the V-J intervening region. 

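In the Jκ-distal part, 8 of 39 pre-B CTCF peaks had a match, of which 6 pointed toward the Jκ genes and 2 away (75.0% toward, 34.9 to 96.8). In IL7-cultured pro-B cells, 9 pointed toward and 3 away. The added limit of 3 mismatches gave 18 toward and 12 away in pre-B cells. From the orientation in the distal part, the paper proposes that these sites could loop in convergent orientation to Cer and Sis.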

Unlike all other AgR loci, approximately half of the Vκ genes are in the opposite transcriptional orientation to the J gene segments and so rearrange by inversion. However, there is no correlation between the orientation of CTCF sites and the transcriptional orientation of the Vκ genes.

**Figure 9:**
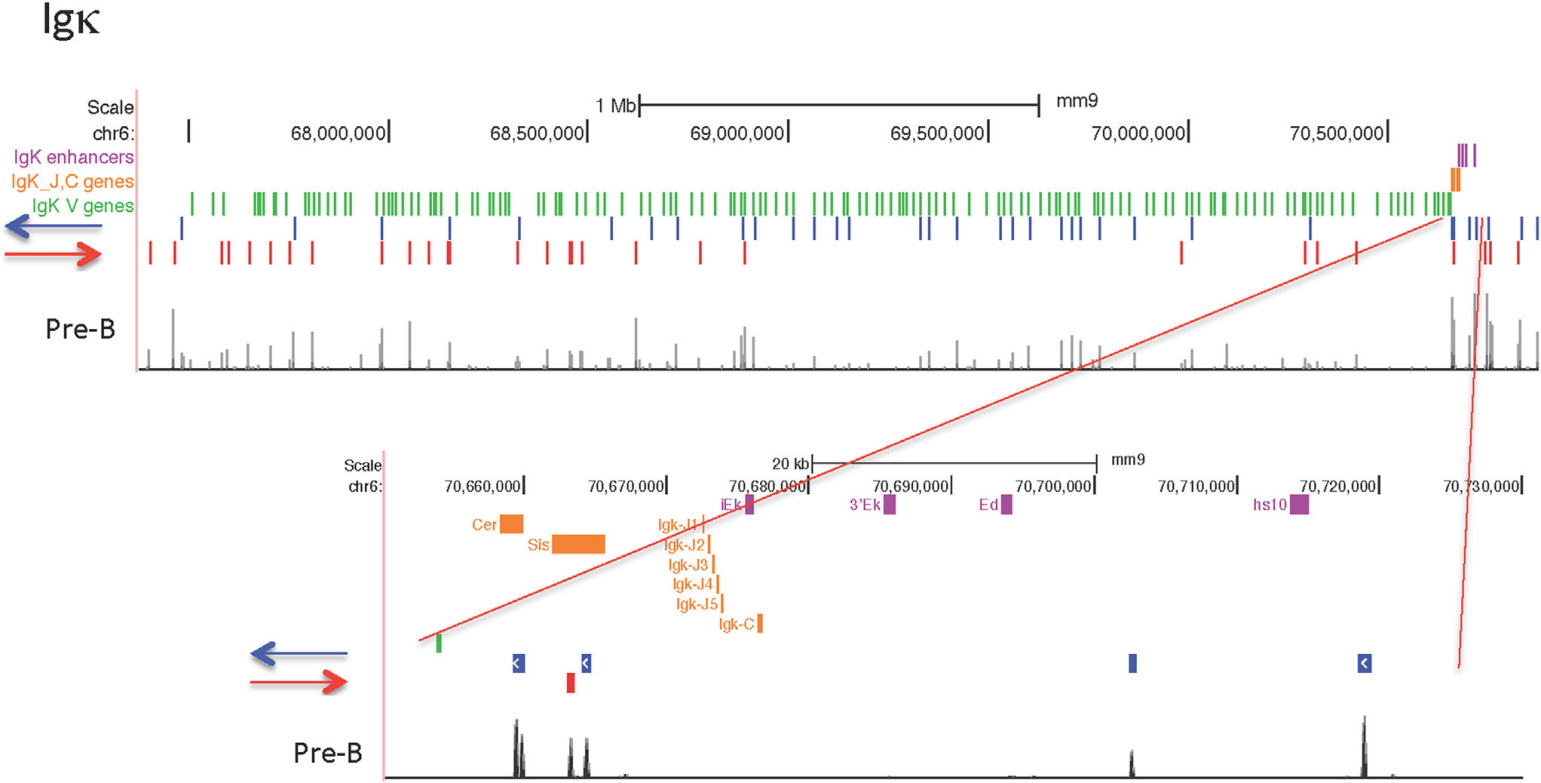
Orientation of CCCTC-binding factor (CTCF) sites in the Igκ locus, with close-up of the Cer, Sis, Jκ-Cκ-enhancer region.

#### TCRγ Locus

The TCRγ locus is a small locus, encompassing 200 kb, and is composed of three clusters of V-J-C genes, one of which contains only pseudogenes (Figure 10). The main cluster of functional genes contains 4 Vγ genes that are used sequentially during fetal and neonatal life (70). This cluster has one Jγ gene, one Cγ gene, and one enhancer and the entire cluster covers only 41 kb. This main functional cluster is flanked by CTCF sites oriented toward each other that could create a domain *via* a long-range loop between the 2 CTCF sites as indicated in Figure 10. Furthermore, those two CTCF sites have dominant peaks of cohesin as well as CTCF sites bound in all lymphocyte subsets and in ES cells. However, there is some lineage and stage-specificity in that there is low level cohesin binding to this cluster in DN cells, the stage at which this locus rearranges. 

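The 3′ site of the main cluster held the match GCCCCCTTGTGT on the plus strand of chromosome 13, from 19328425 to 19328436, with 2 mismatches, which points to lower coordinates and so into the cluster. The 5′ site held no match with at most 2 mismatches. With 3, the added limit, its best match was ACCCCCTTGAGG from 19269660 to 19269671 on the minus strand, which points to higher coordinates.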

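At the 5′ site, CTCF was called in pre-B cells on chromosome 13 from 19269289 to 19270105, over an exon of Tcrg-V7, and scored above 84.5% of the list. At the 3′ site the pre-B CTCF peak lay from 19328055 to 19328583, 6131 bp from Tcrg-V3, and scored above 65.7%. Rad21 was called at both sites in all 3 libraries. At the 5′ site it ranked 1089 by score in the pre-B list and 745 in the DP list, and at the 3′ site 2189 and 3974.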

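In DN thymocytes, the Rad21 peak at the 5′ site of the main cluster scored above 80.8% of the DN list, and the one at the 3′ site above 97.3%. These ranks compare peaks within the DN library and do not give its level against other libraries. Over the genes drawn in Figure 10, chromosome 13 from 19269336 to 19444336, Rad21 had 3 peaks in DN, 4 in pre-B cells and 7 in DP thymocytes.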

The TCRγ locus is flanked by relatively conserved CTCF sites, but only the main cluster has convergently oriented sites.

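Downstream of the TCRγ genes, in an intron of Stard3nl, CTCF had 3 peaks in pre-B cells, the strongest from 19457232 to 19458087. Rad21 had 2 peaks there in pre-B cells and 1 each in DN and DP thymocytes. The pair of stronger CTCF peaks held the match ACCACCTAGTGG on the minus strand, from 19456558 to 19456569 and from 19457669 to 19457680. A further site, called for CTCF in pre-B cells from 19374860 to 19375684, held a plus-strand match, GCCCCCTTGTGT, from 19375230 to 19375241.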

**Figure 10:**
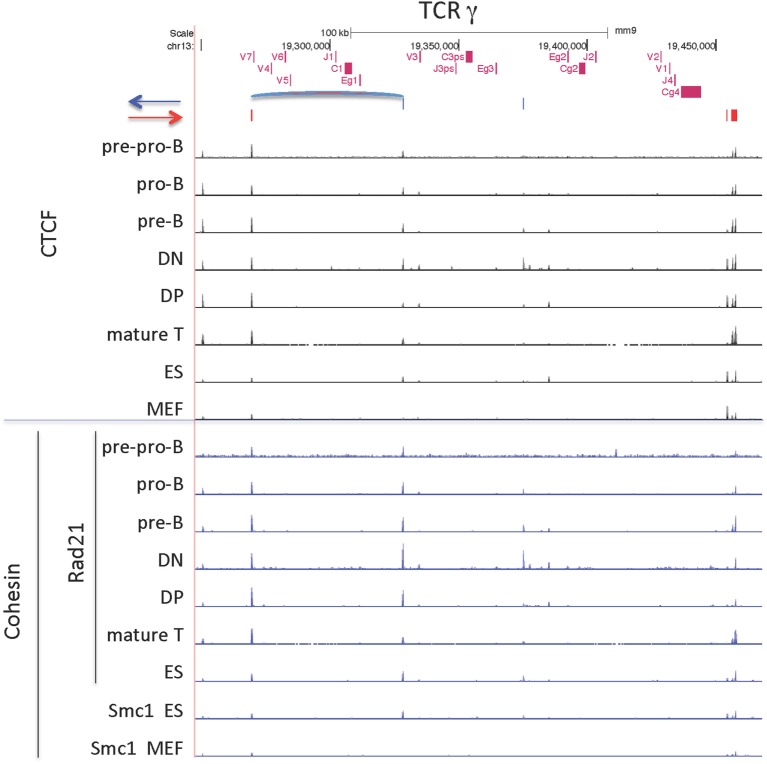
CCCTC-binding factor (CTCF) and cohesin subunit (Rad21 or Smc1) ChIP-seq are plotted for the TCRγ locus, along with the orientation of CTCF sites. Sites of the probable long-range CTCF loop is indicated.

#### Ig Lambda Locus

The Igλ locus, like the TCRγ locus, is organized in clusters, and V genes only rearrange to J genes within their cluster (Figure 11) (71). The first cluster encodes the gene segments encoding the light chains λ1 (Vλ1 + Jλ1 + Cλ1) and λ3 (Vλ1 + Jλ3 + Cλ3), with λ1 being the most commonly used λ gene. This cluster is flanked by convergent CTCF sites, in which the outside downstream CTCF site is universally bound, but the upstream CTCF site flanking Vλ1 is only bound in B lineage cells. Likewise, the other cluster, encoding the λ2 and λx light chains, is also flanked by CTCF sites, but in this case, there is a CTCF site just external to each of the V genes, Vλx and Vλ2, as well as a site downstream of the cluster. 

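In pre-B cells, CTCF was called downstream of the first cluster on chromosome 16 from 19002435 to 19003875, above 99.7% of the list, and near Vλ1 from 19087819 to 19088664, 2266 bp from the Iglv1 gene and above 51.2%. Rad21 overlapped both in pre-B cells, at the Vλ1 site above 77.0% of the list. The downstream site held the match GCCCCCTGCTGG on the minus strand, from 19003243 to 19003254, which points to higher coordinates. The Vλ1 site held ACCCTCTAGTGG on the plus strand, from 19088279 to 19088290, which points to lower coordinates, so the matches face each other.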

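In the second cluster, CTCF was called in pre-B cells downstream of the enhancer on chromosome 16 from 19146049 to 19147312, above 99.1% of the list. Near Vλx it was called from 19245748 to 19246298, 3976 bp from Iglv3 and above 67.5%, and near Vλ2 from 19263215 to 19264019, 2278 bp from Iglv2 and above 44.6%. Each of these was also called in IL7-cultured pro-B cells, at Vλx above 72.8% of that list. At the Eλ2-4 site the pre-B peak, from 19179273 to 19179644, scored above 27.6%.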

As with the first cluster, the site downstream of the enhancer is bound in all cell types, whereas the sites flanking the λ2 gene are bound only in B lineage cells, and the site flanking the Vλx is bound only in pre-B cells, the stage at which lambda rearrangement occurs. Occupancy of all these sites is maintained in mature B cells. The CTCF sites flanking the V genes in this second cluster are each in convergent orientation with respect to the CTCF site downstream of the enhancer. 

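The match downstream of the enhancer was GCCCCCTGCTGG on the minus strand, from 19146881 to 19146892, pointing to higher coordinates. The matches near Vλx, GTCCCCTGCTGG from 19246165 to 19246176, and near Vλ2, ACCCTCTAGTGG from 19263634 to 19263645, lay on the plus strand and point to lower coordinates.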

Vλ2 is the second most frequently rearranging Vλ gene, and Vλx is seldom rearranged. This might be because only the CTCF site flanking the Vλ2 gene is bound by CTCF and cohesin as cells enter the pre-B cell stage, creating a loop that would put the Vλ2 gene close to the enhancer end of the cluster. In pro-B cells, the Igh intronic enhancer is in contact with the CTCF sites flanking DFL16.1 and in the 3′ regulatory region (3′RR) (35). If a similar loop is formed here in the second cluster between the flanking CTCF sites and the enhancer that would give preference for rearrangement of the Vλ2 gene rather than the Vλx gene, which is what is actually observed in the repertoire. 

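In pre-B cells, Rad21 had a peak at each of the 6 Igλ sites that had CTCF. Neither DN nor DP thymocytes had a Rad21 peak at any of the 6. Over the genes of Figure 11, chromosome 16 from 19027451 to 19260566, Rad21 had 6 peaks in pre-B cells, and 0 in DN and DP, which allows up to 0.0380% and 0.0100% of those lists. This interval leaves out the sites downstream of the first cluster and near Vλ2. Of its 6 pre-B Rad21 peaks, 4 overlapped a pre-B CTCF peak and 2 did not.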

Cohesin binding in B lineage cells mirrors the CTCF-binding pattern, but there is no cohesin binding in thymocytes, MEFs, or pre-pro-B cells.

**Figure 11:**
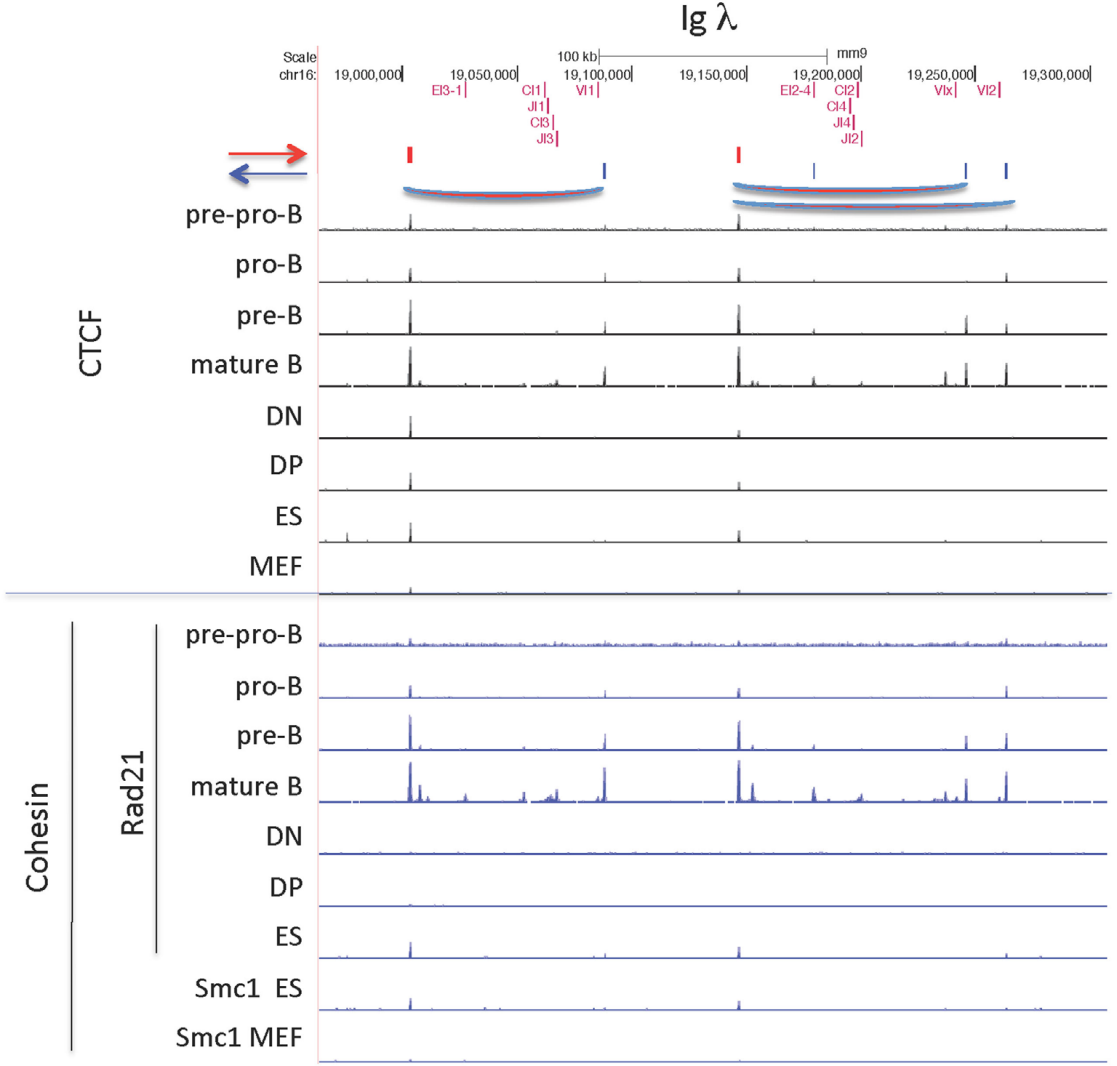
CCCTC-binding factor (CTCF) and cohesin subunit (Rad21 or Smc1) ChIP-seq are plotted for the Igλ locus, along with the orientation of CTCF sites. Sites of probable long-range CTCF loops are indicated.

## Discussion

The ChIP-seq data presented here show that the CTCF and cohesin bound sites within the four largest AgR loci can be divided into two categories. All four large AgR loci have CTCF sites between V genes and D-J genes, and some have CTCF sites near the enhancers that are usually located downstream of J or C genes and, thus clustered at one end of the locus. With some exceptions, the CTCF sites in these very small D-J-C-enhancer regions of each locus tend to be bound by CTCF in ES cells, and sometimes in MEF, the two non-lymphoid cell types we examined. Some of these CTCF sites have been reported to have insulator function, preventing the spread of active chromatin and keeping germline transcription of proximal V genes low, and deletion of these sites results in preferential rearrangement of proximal V genes (72, 73). Despite having important roles in creating a diverse repertoire of AgR using the full range of functional V genes throughout the AgR locus, these CTCF sites show little lymphocyte specificity in binding. However, not all of these sites have cohesin bound, and thus it is unlikely that these sites without cohesin bound would make effective long-range loops.

By contrast, the majority of the CTCF sites within the large V gene portion of each of those loci, which comprise >85% of the total size of each locus, show lymphocyte specificity in that very few sites are bound in ES cells or MEFs. However, only the Igκ locus shows both lineage (T vs. B cell) and also developmental stage-specificity (pre-B vs. pro-B) for the majority of its bound CTCF sites. This enhanced specificity of CTCF binding may be because, of the four large loci, this is the only one that does not undergo any rearrangement at the first stage of T or B cell differentiation (DN and pro-B, respectively), and thus pre-B cells are characteristic of a later stage of lymphocyte differentiation. ES cells, although having few CTCF sites bound in the AgR loci, often show more binding than the end-stage differentiated MEFs, suggesting that, just as ES cells often have low level transcription of a wide variety of cell type-specific genes, their CTCF binding, although limited, becomes more restricted as ES cells differentiate into non-lymphoid cells. Since DNA methylation has been reported to inhibit CTCF binding, it is possible that the CTCF sites in the AgR loci might be CpG methylated in non-lymphocytes, and only become demethylated in an early lymphoid progenitor stage (74–76). However, the majority of the CTCF sites in the Ig loci do not have CpGs at critical sites within their CTCF motif so this is unlikely to be the reason for the increase in binding with differentiation.

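CpG dinucleotides were counted in the best match of each pre-B CTCF peak to a 20-base matrix, built from 6632 pre-B peaks outside the loci and added after the data had been examined. In Igh, 78 of 100 matches (78.0%, 68.6 to 85.7) had no CpG in the 20 bases, and in Igκ, 14 of 14 had none (100%, 76.8 to 100). Genome-wide, 60.9% had none (60.3 to 61.6). Only 14 of the Igκ peaks had a match, so the other 51 were not examined for CpG. Methylation itself was not measured in these libraries.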

Importantly, we show that Rad21, a component of the cohesin complex, shows greater lineage and developmental stage-specificity in general than CTCF for most of the large AgR loci analyzed for both the V portions of the loci as well as for the several of the CTCF sites in the D-J-C-enhancer regions. Since the loop extrusion model proposes that cohesin is critical to the creation of CTCF-mediated loops, the greater developmental specificity of Rad21 binding to AgR loci suggests substantial developmental specificity in AgR looping (56, 67, 77).

Over the past 3 years, it has become clear that the orientation of the non-palindromic CTCF motif is important in the creation of the long-range loops that mediate most of CTCF’s architectural functions as well as its insulator and enhancer-blocking functions (10, 13, 64, 78). The genome is organized into TADs, and these topological domains are bounded in almost all cases by convergently oriented (facing each other) CTCF sites. The loop extrusion model posits a critical role for cohesin as a loop extruder in the creation of these TAD boundaries (20, 23). Within TADs, subTADs can also be formed which may or may not have CTCF at their boundaries. In many cases, genome-wide CTCF sites are found near enhancers and may help stabilize enhancer–promoter interactions (12). The orientation of CTCF sites forming subTADs is less clear, with more examples of tandem orientation loops (64). The Ig loci, and likely the TCR loci, are present within a single TAD, but the subTAD boundaries are less well defined (43, 66, 79). The Igh locus has at least 2–3 subTADs, and the Igκ locus has a complex 3D chromatin structure as well (43, 66, 79). Within the AgR loci, although it might be hypothesized that the orientation of CTCF sites creating long-range loops may be likely to be convergent, there are already documented exceptions. An ectopic CTCF site was knocked-in in between TCRδ D-J genes and the downstream Trdv5 gene (80). Surprisingly, this ectopic site was oriented toward the convergent TEA CTCF site, but it showed preferential interactions with the tandemly oriented INT2 CTCF sites. Similarly, the CTCF site adjacent to Eα at the far end of the TCRα/δ locus is oriented away from the rest of the locus, yet it interacts with many sites within the TCRα/δ locus (40, 67). Also, in the TCRβ locus, the CTCF site near Eβ has been reported to interact very strongly with the poorly occupied CTCF site just upstream of the promoter of Dβ1, PDβ1, even though those CTCF sites are in tandem orientation. However, the CTCF site near PDβ1 is in the same HindIII fragment as PDβ1, so it is not clear if those 3C experiments are reveal CTCF–CTCF interactions or CTCF interactions with the PDβ1 promoter itself (81). 

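In the pre-B CTCF peak between Trac and Dad1, the best match was GCCCCCTGCTGC on the minus strand of chromosome 14, from 54847977 to 54847988, with 2 mismatches. It points to higher coordinates, away from the TCRα/δ genes. The peak in the Dad1 intron had consensus matches of equal quality on both strands. With the 20-base matrix, added after the data had been examined, its match lay on the minus strand and so points to higher coordinates.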

We have previously documented that Eμ is recruited to the interacting CTCF sites at IGCR1 and 3′RR, and the same could be happening here (36). Taken together, it appears that there are several examples of non-convergent CTCF-mediated loops within AgR loci, although it cannot be ruled out that some of these exceptions are mediated in part by enhancers or promoters rather than by CTCF–CTCF loops.

The Igh locus is the subject of the most detailed 3D-FISH analyses. The Igh locus has been demonstrated to be in a rosette-like structure, with three rosettes present in pre–pro-B cells that further contract into one in pro-B cells, the stage at which rearrangement of that locus takes place (28). It is likely that the other AgR loci also are composed of many long-range loops, and it is known that all the large AgR loci adopt a more contracted structure before they undergo rearrangement, although not precisely at the initiation time of rearrangement, and in some cases, not throughout the entire locus (30, 31, 33, 34, 82). We and others had proposed that the many CTCF sites within the Igh locus could create this rosette structure (35, 36, 83). 

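In 5 of the 6 pre-B CTCF peaks over the 3′RR, the best match lay on the minus strand of chromosome 12 and so points toward the Vh genes. These included GCCCCCTGGTGG, without a mismatch, from 114458264 to 114458275 and from 114459619 to 114459630. The sixth peak, from 114462150 to 114462786, had no match with at most 2 mismatches and a tie at 3.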

We now know that all of the bound CTCF sites within the 2.5 Mb Vh region portion of the locus are oriented toward the D-J-C regions, and at the far 3′ end of the locus are a cluster of nine CTCF sites known as the 3′ regulatory region (3′RR), all of which point toward the V regions (Figure 8) (66, 84). The only other CTCF sites in the Igh locus are a pair of CTCF sites located ~3.1 and 5.7 kb 5′ of the most J-distal functional D gene, DFL16.1 (35). One of these sites is oriented toward the V genes, while the other one is oriented toward the 3′RR (72, 84). 

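In the pre-B CTCF peaks, the IGCR1 site nearer the D genes held GCCCTCTTGTGG on the plus strand of chromosome 12, from 114723481 to 114723492, and the site nearer the V genes held TCCCCCTTGTGG on the minus strand, from 114726099 to 114726110, each with 2 mismatches. On chromosome 12 the plus strand match points to lower coordinates, where the 3′RR lies, and the minus strand match to higher coordinates, where the Vh genes lie.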

We had proposed several years ago that a loop could be made between these CTCF sites adjacent to DFL16 with those of the 3′RR to create a looped domain containing all of the D and J gene segments but excluding all of the V genes (35). We further proposed that this could allow D to J joining without V to DJ joining, and thus would facilitate ordered rearrangement. Our 3C studies and those of others confirmed the existence of this CTCF loop (36, 72). Since all of the bound CTCF sites within the 2.8 Mb V region are oriented toward the nine sites at the 3′RR, it has more recently been proposed that the rosette structure at the Igh locus is formed by CTCF sites throughout the Vh portion of the locus each directly interacting with the 3′RR, which has been termed a superanchor (66). Therefore, in this model, there are no CTCF-mediated loops between pairs of CTCF sites within the 2.8 Mb V region portion of the Igh locus itself. However, 4C analysis by Medvedovic et al. indicated that there is a continuum of loops across the entire Igh locus, while the 5C studies of Montefiori et al. give defined boundaries to the sub-domains of the Igh locus (60, 79). Some of these loops could be created by elements other than CTCF, but to the extent that the loops in either study are CTCF-mediated, the role of convergent vs. tandem CTCF loops remains unclear for the Igh locus.

The much smaller TCRβ locus, such as the Igh locus, has all of the CTCF sites within the V region part of the locus oriented toward the D-J gene segments (Figure 9). There are three CTCF sites in the D-J portion of the locus, all facing the many CTCF sites in the V portion. 

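On the plus strand of chromosome 6 the consensus points to lower coordinates, where the Vβ genes other than Vβ31 lie. The match near Dβ1.1 in the pre-B CTCF peak was GCCCCCTGCTGT on the plus strand, from 41480178 to 41480189. The same 12 bases lie on the plus strand at 5′PC, from 41455540 to 41455551, and GCCCTCTTGTGG lies on the plus strand between Eβ and Vβ31, from 41506573 to 41506584, both found in peaks of IL7-cultured pro-B cells. Each had 2 mismatches.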

The tallest peak of the three (called 5′PC) is 27 kb upstream of Dβ1.1, and was described as being essential for long-range interactions of the D genes with distal V genes and for rearrangements of those distal V genes (56). A much lower CTCF peak is located ~3 kb upstream of Dβ1.1, and its deletion results in the spread of the active chromatin marks up to 5′PC, and also prevents 5′PC from making long-range interactions with distal Vβ genes (56). However, in wild-type DN cells, the active histone marks extend ~6 kb upstream of Dβ1.1, stopping at an long-terminal repeat (LTR) element which appears to be the barrier element (85), so the relationship of the LTR with the weak CTCF site 3 kb downstream of the LTR for the barrier function is not clear. Nonetheless, it is clear that these two CTCF sites, but not the Eβ enhancer, are required for the long-range looping of distal half of the V locus to the J regions.

Igκ locus has many CTCF sites within the 3.1 Mb V region portion of the locus oriented in both directions, although most of the sites in the proximal half of the locus are oriented away from the CTCF sites in the V-J intervening region, and most of those are weakly if at all bound in pro-B cells, although they are bound in IL7-cultured pro-B cells. The orientation pattern would predict that the CTCF sites at Cer would predominantly interact with sites in the distal half of the locus if convergent orientation were important, and we know that Cer is essential for locus contraction (55). Since the Igκ locus is already contracted, as measured by 3D-FISH, even in non-IL7-cultured pro-B cells, the CTCF sites that are bound in pro-B cells in the distal half of the locus that are also oriented toward the CTCF sites in Cer may well be critical for creating long-range loops facilitating locus contraction (32). Hi–C analysis of IL7-cultured RAG^−/−^ pro-B cells shows many interactions within the Igκ locus, but there is a paucity of interactions from Cer/Sis/iEκ region to a large portion of the proximal half of the locus, from ~Vκ12-46 to Vκ4-83. Although CTCF sites throughout the locus are bound in IL7-cultured pro-B cells, this portion of the locus with the fewest Hi–C interactions within the proximal part of the locus lack any CTCF sites oriented toward Cer/Sis (43). However, the Hi–C does show interactions of Cer/Sis/iEκ region with the region containing the first 41 Vκ genes, and there are bound CTCF sites oriented in the proper convergent orientation in that region. By contrast, 4C analysis of fresh *ex vivo* RAG^−/−^ pro-B cells show many fewer sites of interaction with Sis, iEκ, and 3′Eκ at the 3′ half of the locus despite the presence of some CTCF sites oriented toward Cer, consistent with the minimal binding of CTCF to the proximal half of the locus in *ex vivo* pro-B cells (77). Our data indicating that IL7 culture of pro-B cells results in increased binding of CTCF and cohesin to the proximal half of the locus, and that it induces epigenetic and transcriptional characteristics of pre-B cells (Figure 4), may partially explain that discrepancy.

Long-range looping interactions are not all mediated by CTCF and cohesin. It is well established that enhancers and promoters make looping interactions, and indeed gene activation and transcription are critical in forming chromosomal compartments, structures which are not dependent upon CTCF (46, 86–88). AgR loci undergo robust non-coding RNA transcription, called “germline transcription,” through the J and constant regions at the particular stage of differentiation when that locus is undergoing V(D)J recombination (89). In addition, there is both sense and antisense, genic and intergenic, non-coding transcription happening, usually at low levels, throughout the large V region portions of each AgR locus (61, 90, 91). Thus, it is possible that germline transcription can result in a change in the topology of the AgR loci since multiple transcribing regions within an AgR loci may well be located in a transcription factory where other regions of the AgR loci, especially the J-C regions which undergo robust germline transcription, may also be located (61, 92). Also, non-coding RNA has been shown to be capable of making large scale alterations in chromatin structure by allowing the recruitment of CTCF to sites which otherwise did not have it bound, creating long-range CTCF-mediated interactions (93). Thus, CTCF and its partner cohesin are not the only factors that are competent to produce long-range looping and to contribute to 3D chromatin conformation in the AgR loci.

In order to create a diverse repertoire of antibodies or TCRs, the AgR loci become more compact at the time of rearrangement to bring the many V genes, spread over large genomic space, into contact with the (D)J genes to which one V gene will rearrange. We have previously shown that CTCF is important for the contracted structure found at the Igh locus in pro-B cells, since knock-down of CTCF shows a more extended Igh locus (36). However, it is known that the transcription factors Pax5 and YY1 are essential for making long-range loops essential for locus contraction (79, 94) and we have data for the influence of novel enhancer elements in creating long-range loops within the Igκ locus (EB-M and AF, unpublished data). Furthermore, once CTCF and cohesin become bound at any of the AgR loci, we show here that the pattern of binding remains stable from pre-B to mature B or from DP thymocytes to mature T cells even though at least for the Igh and TCRβ loci, it has been demonstrated that those loci de-contract at the next stage of differentiation. Hence, we hypothesize that the onset of lymphocyte-specific CTCF/cohesin binding throughout the V region portion of the AgR loci in lymphocytes can set up an early level of 3D structure for a locus. However, it is likely that transcription factors, possibly bound to novel or traditional enhancers, will ultimately determine the presence or absence of a contracted AgR locus, since it is clearly not the case that the CTCF/cohesin binding pattern reverts to that of pre–pro-B cells or of non-lineage-specific binding after each locus has finished V(D)J rearrangement.

In order to efficiently utilize the large number of V genes in each loci, it seems reasonable that there should be heterogeneity in the long-range looping interactions that bring the V genes close to the (D)J gene such that different V genes are closest to the (D)J gene in the population of precursor lymphocytes undergoing V(D)J recombination. This need for heterogeneity could suggest that long-range loops are constantly forming and reassembling in each precursor lymphocyte to create a structure in which different V genes are closest to the (D)J genes at different times, and there is evidence that CTCF binding, and by inference chromatin looping, is very dynamic (24). Alternatively, it could be that there is extensive heterogeneity within the population of lymphocyte precursors of long-range loops that might be somewhat more stable, as was suggested in studies on long-term cultured pre-B cells (95). The fact that the height of most of the bound CTCF peaks in the AgR loci are low might suggest that only a subset of the millions of cells analyzed in a ChIP-seq have CTCF bound at those individual sites at any given time, possibly due to weaker affinity for specific CTCF sites. 

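Within the pre-B CTCF list, 120 of the peaks in the V portions of Igh, Igκ, TCRα/δ and TCRβ scored below the median of the list, 41.2% of the peaks there (35.5 to 47.1). The share was 64.6% (51.8 to 76.1) in Igκ, 38.8% (30.1 to 48.1) in Igh and 27.7% (18.9 to 37.8) in TCRα/δ. In IL7-cultured pro-B cells, 155 of 420 (36.9%, 32.3 to 41.7) were below the median of that list. With that list limited to the length of the pre-B list, the alternative that moved it most, the Igκ share was 71.7% in place of 50.0%. The score depends on the width of a peak and on depth as well as on its height.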

If the majority of CTCF sites within the AgR loci had lower affinity, this could serve an important function in allowing the random loose creation and dissolution of many CTCF-mediated loops, providing the opportunity for a dynamic and changing heterogeneous set of loops in each precursor lymphocyte, which would help facilitate the creation of diverse immune B and T cell repertoires, utilizing V genes throughout the large AgR loci.

## Ethics Statement

This study was carried out under approval of our protocol by The Scripps Research Institute’s IACUC.

## Author Contributions

SL performed all of the bioinformatic analyses. SL, EB-M, and AF analyzed all of the data. EB-M performed some of the ChIP. H-YS and MK provided the data in Figure S2B in Supplementary Material. AF and EB-M prepared the figures. AF, EB-M, and MK wrote the manuscript with input from all the authors, especially SL.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Variable Extent of Lineage-Specificity and Developmental Stage-Specificity of Cohesin and CCCTC-Binding Factor Binding Within the Immunoglobulin and T Cell Receptor Loci
**Source:** Front Immunol. 2018 Mar 8;9:425. doi: 10.3389/fimmu.2018.00425
**Supplement:** Supplementary file 1

Fig. S1a

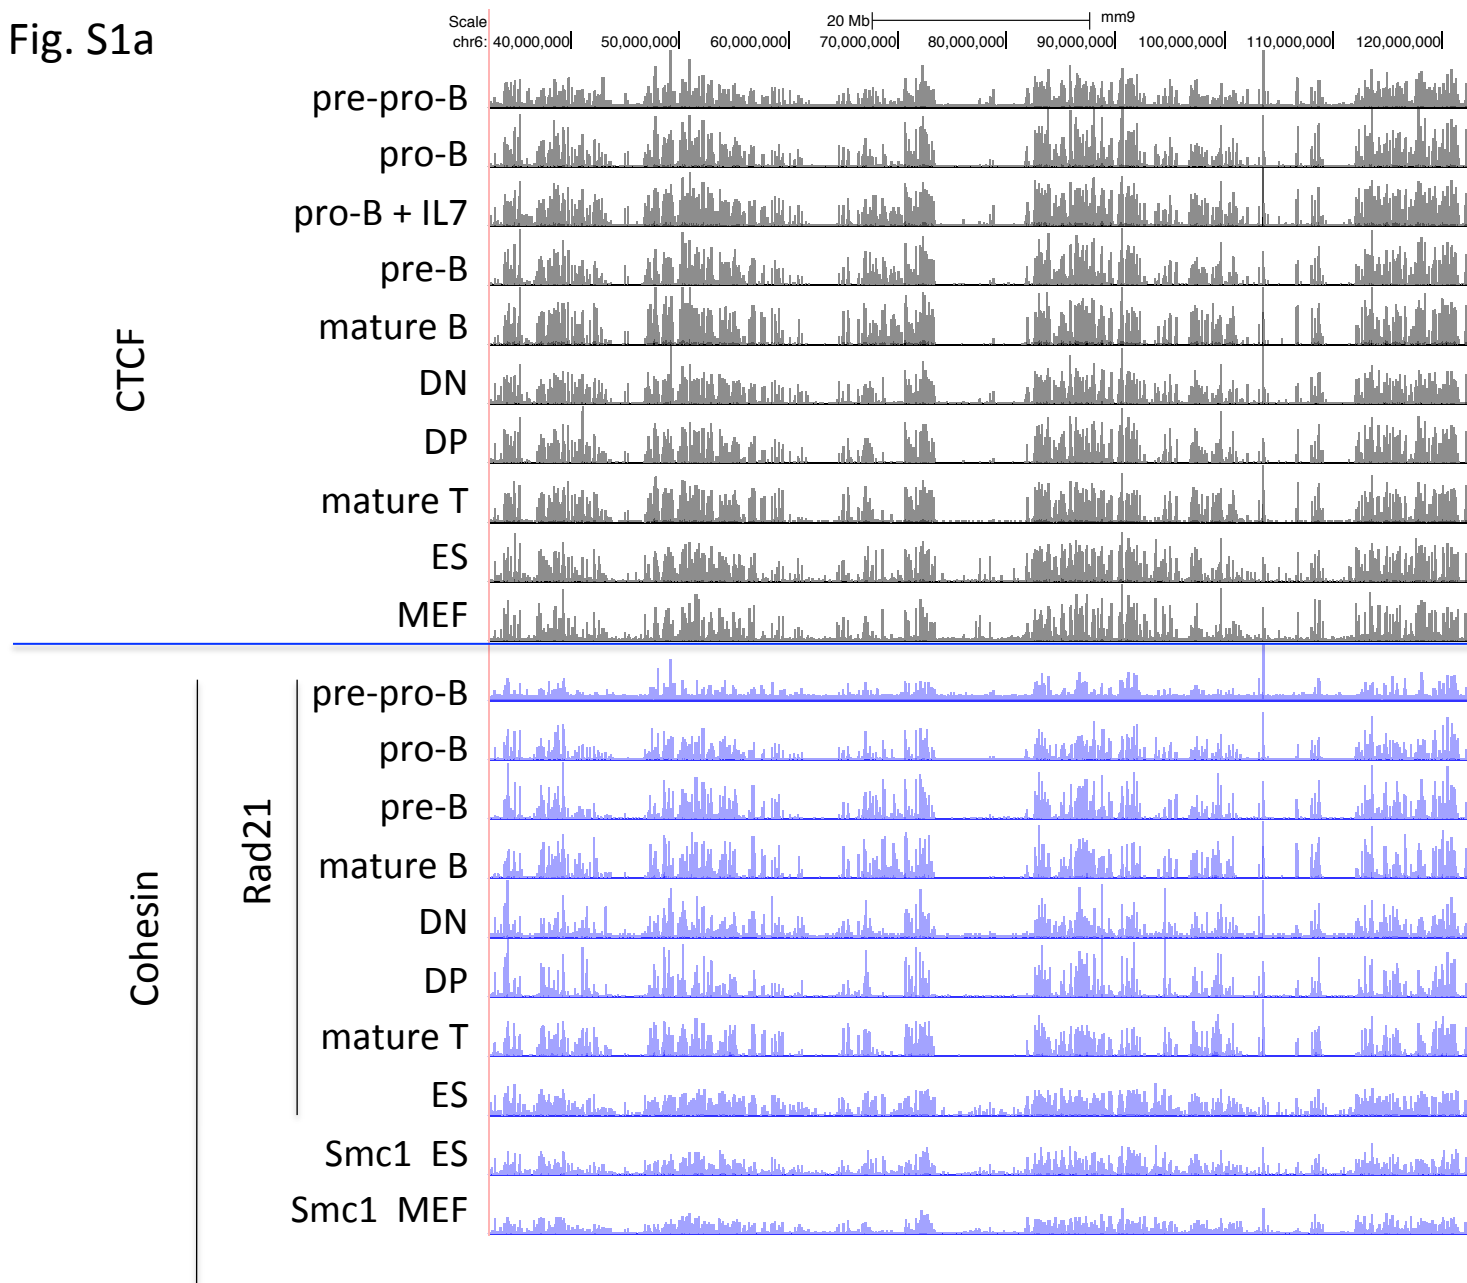

Fig. S1 Genome Browser views of all analyzed ChIP-seqs in 90 kb windows in (A) chr 6 and (B) chr 12.

Fig. S1b

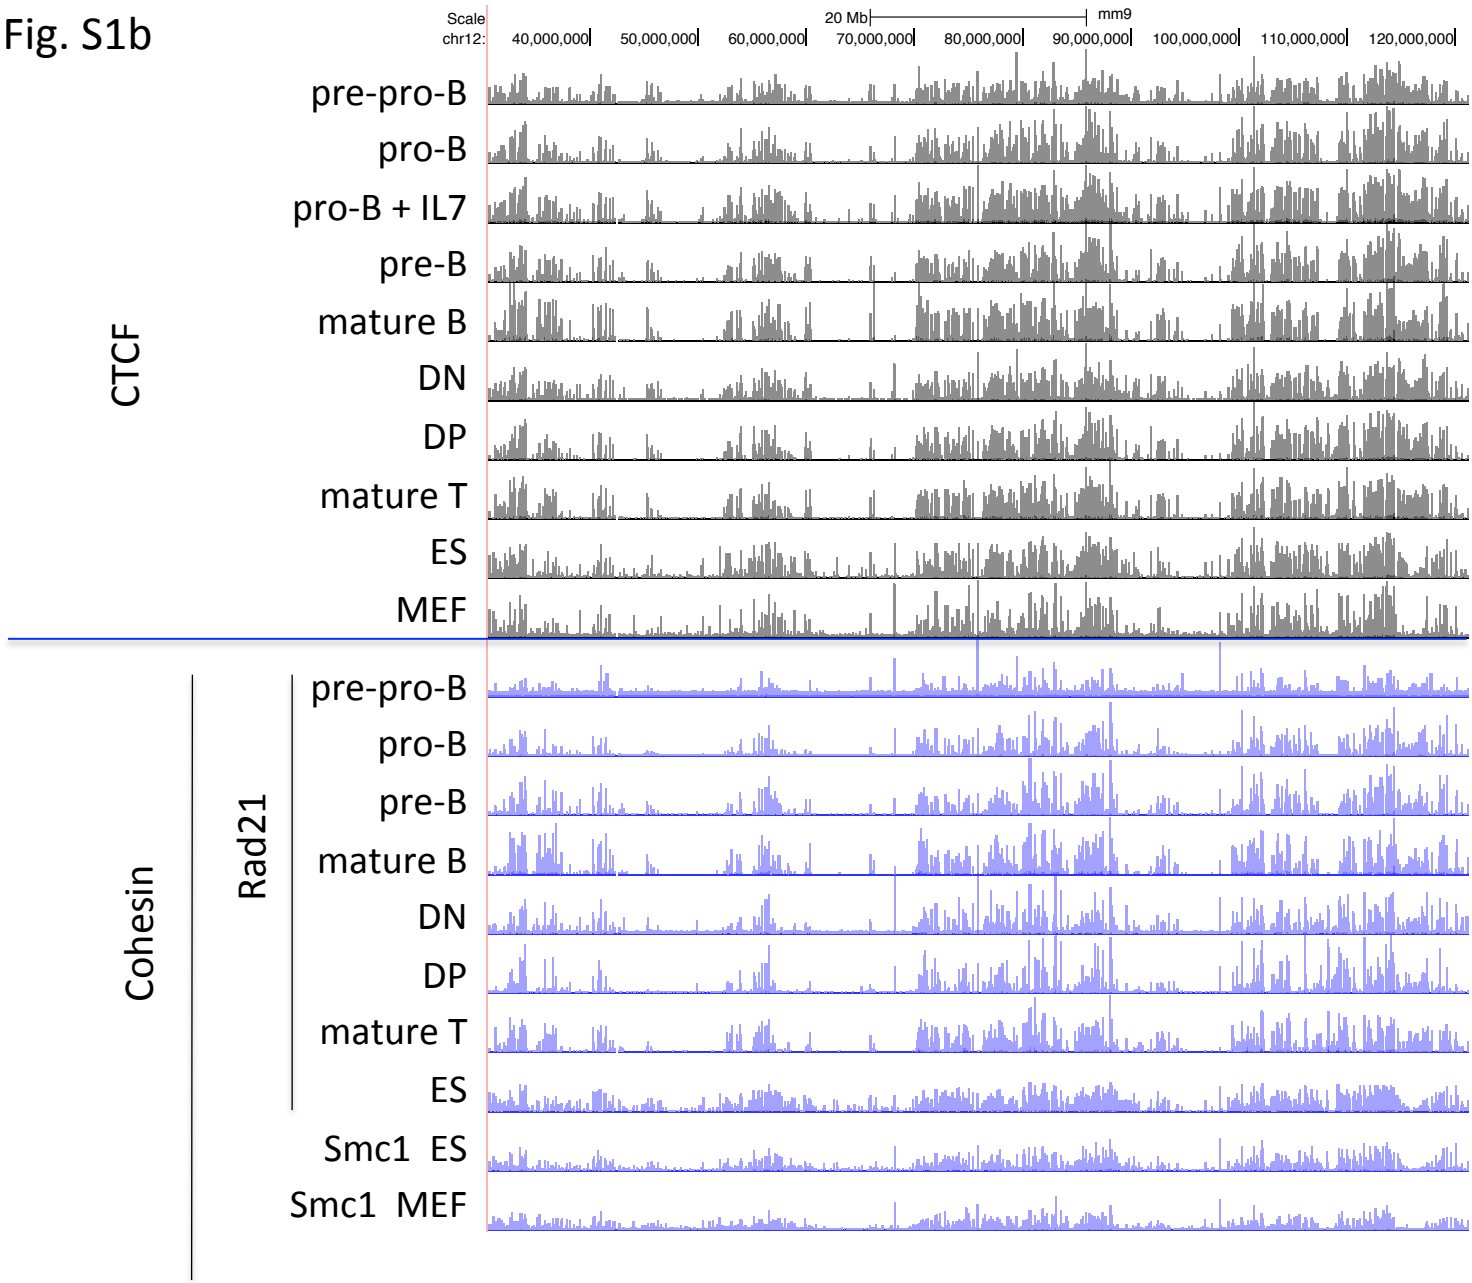

Fig. S2

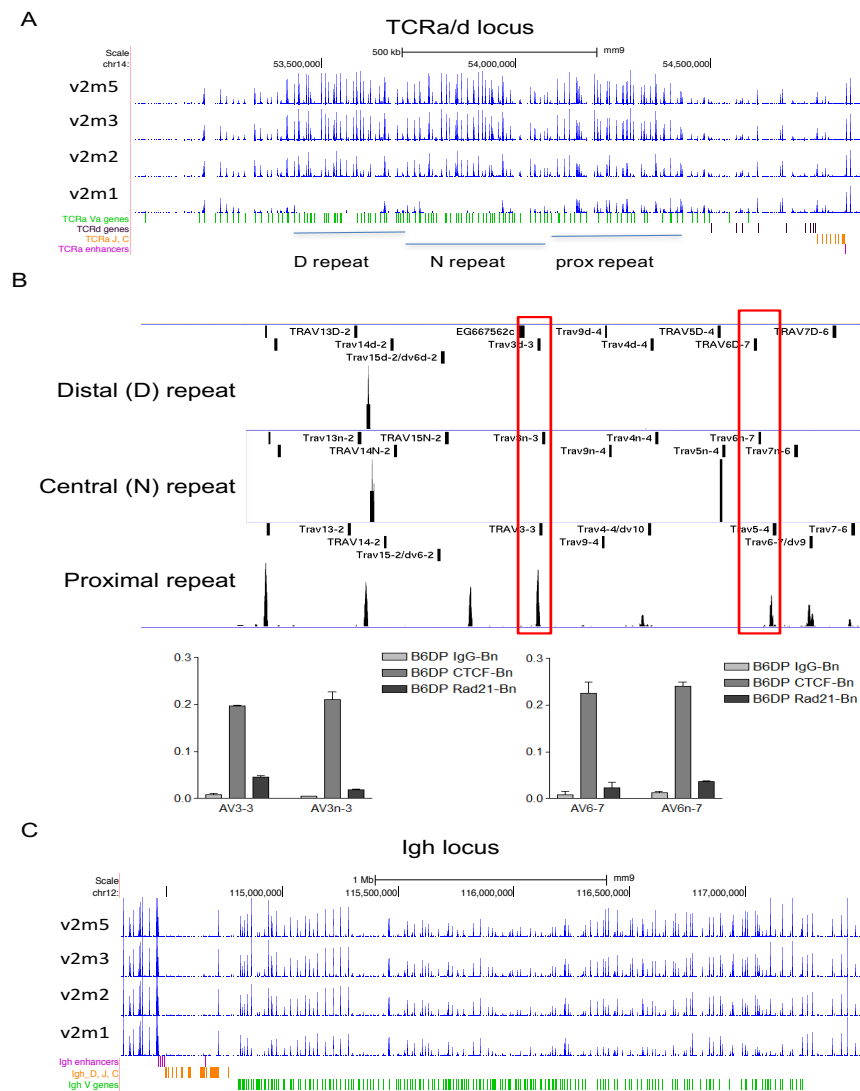

Fig. S2 Parameters for mapping ChIP-seq reads at the TCR $\alpha$ / $\delta$  (A) and Igh (C) loci. The same CTCF ChIP-seq was analyzed with the parameters v2m1 (only keeping uniquely mapping reads), v2m2 (keeping reads if bound to no more than 2 locations within the AgR locus), v2m3 and v2m5. (A) CTCF ChIP-seq was done on DP thymocytes. At the TCR $\alpha$ / $\delta$  locus, it can be seen that v2m1 parameter greatly eliminates binding of sites in the distal 2/3 of the locus containing the d and n duplications, and even v2m2 shows less binding than v2m3. The v2m5 parameter is similar to v2m3 parameter. (B) ChIP/qPCR for assessing binding at the triplicated region of the TCR $\alpha$ / $\delta$  locus with primers distinguishing the d/n repeats from the 3' copy demonstrates equivalent binding at these regions. (C) CTCF ChIP-seq was done on pro-B cells. Although the pattern of reads is similar with all 4 parameters, the total read count is slightly lower at the distal portion of the locus containing the large VhJ558 family.

# Supplementary material for: Variable Extent of Lineage-Specificity and Developmental Stage-Specificity of Cohesin and CCCTC-Binding Factor Binding Within the Immunoglobulin and T Cell Receptor Loci
**Source:** Front Immunol. 2018 Mar 8;9:425. doi: 10.3389/fimmu.2018.00425
**Supplement:** Supplementary file 4

**Supplemental Table 3 CTCF motifs**

Library of CTCF PWMs include:

- Five PWMs derived to accommodate the divergence of CTCFBS sequences, included in the InsulatorDB CTCFBS Prediction Tool (<http://insulatordb.uthsc.edu/storm_new.php>);

See also <http://insulatordb.uthsc.edu/help_new.php>.

- Four PWMs obtained after running HOMER motif detection on both pre-B and pro-B confident ChIP-seq peaks (found three known motifs + one detected de novo).

| Motif | Name | Reference |
| --- | --- | --- |
| CGCCCCCTGGTGGC | EMBL_M1 | ([1](#_ENREF_1)) |
| GTGGCCAGGAGAGGGAGCCA | REN_20 | ([2](#_ENREF_2)) |
| TTAACACAAGATGGCAGCA | MIT_LM2 | ([3](#_ENREF_3)) |
| CAGCCAGGAGGTGGGGCTGT | MIT_LM7 | ([3](#_ENREF_3)) |
| CCGCCACTAGATGGTGCTAA | MIT_LM23 | ([3](#_ENREF_3)) |

| Motif | Name | Reference | Details |
| --- | --- | --- | --- |
| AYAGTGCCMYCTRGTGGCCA | Homer_Known1 | ([4](#_ENREF_4)) | CTCF(Zf)/CD4+-CTCF-ChIP-Seq |
| CNNBRGCGCCCCCTGSTGGC | Homer_Known2 | GSM803401 | BORIS(Zf)/K562-CTCFL-ChIP-Seq |
| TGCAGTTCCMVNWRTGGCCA | Homer_Known3 | ([4](#_ENREF_4)) | CTCF-SatelliteElement(Zf)/CD4+-CTCF-ChIP-Seq |
| GCCCCCTRGTGG | Homer_DeNovo | GSM803401 | BestGuess:BORIS(Zf)/K562-CTCFL-ChIP-Seq |

1. Schmidt, D., P. C. Schwalie, M. D. Wilson, B. Ballester, A. Goncalves, C. Kutter, G. D. Brown, A. Marshall, P. Flicek, and D. T. Odom. 2012. Waves of retrotransposon expansion remodel genome organization and CTCF binding in multiple mammalian lineages. *Cell* 148:335-348.

2. Kim, T. H., Z. K. Abdullaev, A. D. Smith, K. A. Ching, D. I. Loukinov, R. D. Green, M. Q. Zhang, V. V. Lobanenkov, and B. Ren. 2007. Analysis of the vertebrate insulator protein CTCF-binding sites in the human genome. *Cell* 128:1231-1245.

3. Xie, X., T. S. Mikkelsen, A. Gnirke, K. Lindblad-Toh, M. Kellis, and E. S. Lander. 2007. Systematic discovery of regulatory motifs in conserved regions of the human genome, including thousands of CTCF insulator sites. *Proc Natl Acad Sci U S A* 104:7145-7150.

4. Barski, A., S. Cuddapah, K. Cui, T. Y. Roh, D. E. Schones, Z. Wang, G. Wei, I. Chepelev, and K. Zhao. 2007. High-resolution profiling of histone methylations in the human genome. *Cell* 129:823-837.

How the deposited data were processed for this re-analysis (not part of the article)

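ChIP-seq peaks of 5 libraries from RAG1-deficient C57BL/6 mice were analysed: CTCF in pre-B cells and in pro-B cells cultured with IL7, and Rad21 in pre-B cells, DN thymocytes and DP thymocytes. Each condition has 1 library, so values from one library carry no measure of the spread between animals, and no test between conditions was run. The pre-B CTCF and Rad21 libraries share 1 input. Uncultured pro-B cells, CTCF in thymocytes, other cell types and raw reads were not used here.

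As the methods state, the authors removed duplicate reads and adapters, aligned reads to mm9 with Bowtie keeping reads that map to up to 3 places, and called confident peaks with MACS at the limits given there. The deposited files hold the position and score of each peak, and their labels pair each ChIP library with the input of the same cells. The score is the value that the authors' MACS run gave to each peak from its p-value against input. It grows with depth, so it was used only to describe, rank or filter peaks within 1 list, and peak heights were not compared between libraries. Several of the strongest peaks are tied at a score of 3100. The number of reads behind each list is unknown, and the lists together hold 190262 peaks.

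The V portion of each large locus was read by a program from the V gene drawings on the mm9 rulers of Figures 5, 6, 7 and 9, and Igλ and TCRγ were counted over the genes drawn in Figures 11 and 10. A peak counted as inside with 1 bp or more of overlap. Shares carry exact Clopper-Pearson intervals at 95%. Random windows, 10000 for each locus with seed 1, were drawn on chromosomes 1 to 19 and X without leaving out gaps in the assembly. The hypergeometric test was one-sided and exact, over merged locations of the libraries used here, with Benjamini-Hochberg values over 20 tests. Igκ was split at the midpoint of its V portion. The sites named are those the paper names or draws: IGCR1, the 3′RR, Cer, Sis, TEA, Eα, INT1 and INT2, 5′PC, the Dβ1 and Eβ/Vβ31 sites, the strong Igκ site found in all cell types, and the TCRγ and Igλ sites of Figures 10 and 11. Each was a window around its drawing, widened by 3 pixels, which gave 25 windows. Genes near peaks come from the GENCODE annotation carried to mm9.

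The CTCF consensus of 12 bases was searched on both strands of each CTCF peak with at most 2 mismatches, and the strand of the best match was taken, with ties left out. A match on the plus strand was taken to point to lower coordinates, since its reverse complement is the usual forward form of the CTCF motif. This is also the sense in which the paper draws the Igh sites, and it was set when the strands at Igh had been seen, so the direction at Igh is not independent of the paper. Neighbouring sequence 2000 bp away served as background. The regions, tests, named sites and main settings were chosen before the data were examined, as were the alternatives: scores of at least 100, lists limited to an equal number of peaks, edges 20 kb wider, counting by peak midpoint, 50% overlap, and 1 mismatch. Added after the data had been examined were V portion edges from GENCODE genes, the overlap with V genes, a 20-base matrix built from 6632 pre-B peaks outside the loci with a threshold that 5% of neighbouring sequences pass, and a limit of 3 mismatches. After the motif result had been seen, a refined matrix, an earlier set of neighbouring sequences, and scans with all 9 motifs of Table S3 at several mismatch limits were also tried. The refined matrix was dropped because it drifted away from the consensus. The limit of 3 mismatches was added knowing that it comes near the paper's share for Igκ, and the limit of 2 stayed as the main setting. Repeated sequence was measured as the share of 36-base words of a peak found elsewhere in the V portion or within 5000 bp of it.

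The methods were tested on simulated data. Of 1500 planted shared peaks, 1500 were recovered. The hypergeometric test gave p below 0.05 in 20 of 500 simulations without enrichment. Those simulations drew each site independently, so they do not cover clustered or repeated peaks. The consensus search recovered 3000 of 3000 planted sites, with the strand right in 2954 of 2956, and matched 7.4% of random sequences. The planted sites had at most 2 mismatches, the limit of the search, so full recovery was fixed in advance. It does not measure how many real CTCF sites the search finds. The exact interval held the true share in 1927 of 2000 simulations. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.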

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

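The test of list length below was chosen after these counts had been seen, and its prediction was written before it was run.

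CTCF of IL7-cultured pro-B cells was called at loci for which the paper does not report this library, and this alone is why the counts are given here. Any called peak would meet that rule, so it does not set these loci apart from the rest of the genome. The library had 143 peaks in the V portion of TCRα/δ, 22 in that of TCRβ, 9 over the TCRγ genes and a peak at 6 of the named Igλ sites. Pre-B cells had 94, 11 and 4 peaks in the first 3 regions and a CTCF peak at the same 6 Igλ sites.

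In TCRα/δ and TCRβ together, the IL7-cultured cells had 1.57 times as many peaks as pre-B cells. With the list limited to as many peaks as the pre-B list, the ratio was 1.18, so the longer list could account for most of the excess. The test does not exclude a further cause. Read depth, antibody performance and a difference between the cells remain open, since there is 1 library for each. The presence of these peaks at T cell receptor loci in B lineage cells is not explained by list length, because pre-B cells have peaks there too. Whether the binding has a function at these loci was not tested.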

How the results depend on the processing

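The edges from GENCODE genes, the 20-base matrix, the limit of 3 mismatches and the overlap with V genes were chosen after seeing the data, and all other alternatives beforehand. No paired analysis was possible because each condition has 1 library, and no replicate could be left out. A count was taken to move when it changed more than 1.5-fold, and a share when it left its main 95% interval. A test weakened when p was no longer below 0.05, and reversed when its fold crossed 1. Smaller changes counted as staying. By these rules, nothing moved with edges 20 kb wider (103 results), counting by peak midpoint (85), GENCODE edges (81) or the matrix with wider edges (18). For Igκ, only the Jκ-distal edge was widened.

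With an equal number of peaks, 134 results stayed, 3 weakened, 45 moved and 5 reversed. Lists hold fewer peaks by construction, which lowers counts. IL7-cultured cells had 53 CTCF peaks in Igκ. Rad21 in pre-B cells had 14 peaks in Igh, 14 in Igκ, 3 in TCRα/δ and 0 in TCRβ, and in DP 16, 0, 50 and 5, with peaks in 12 named windows. The share below the list median was, for IL7-cultured cells, 44.8% in Igh, 71.7% in Igκ and 58.8% in TCRβ, for Rad21 in pre-B cells 78.6% in Igh, 78.6% in Igκ and 100% in TCRα/δ, and for DP 75% in Igh, 50% in TCRα/δ and 80% in TCRβ. Rad21 had no such share in pre-B TCRβ or DP Igκ, which held 0 peaks. In the hypergeometric test, the exact p and fold were, for the reversed results, 0.492 and 1.01 (IL7, Igh), 0.996 and 0.669 (Rad21 pre-B, Igh), 0.553 and 1.01 (DN, Igh), 0.868 and 0.902 (DN, TCRα/δ) and 0.883 and 0.790 (DP, TCRβ), and for the weaker ones 0.122 and 1.04 (CTCF pre-B, Igh), 0.501 and 1.01 (CTCF pre-B, TCRα/δ) and 0.0685 and 1.43 (DN, TCRβ). Pre-B CTCF peaks shared with IL7-cultured cells were 84.8% genome-wide and 69.2% in the proximal part of Igκ, and in reverse 85.5% genome-wide, 96.8% in the distal and 81.8% in the proximal part. CTCF peaks with Rad21 were 78.9% genome-wide, 86.6% in Igh and 88.6% in Igκ. Rad21 sites called in all 3 libraries were 33.2% genome-wide, 5.17% in TCRα/δ and 0% in Igκ and TCRβ, and those in pre-B cells only 14.8% genome-wide and 15.2% in Igh. Beyond fewer peaks, the cause was not tested. Of single named sites, 12 of 103 lost their peak.

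With scores of at least 100, 159 of 174 results stayed, 14 moved and 1 reversed, the hypergeometric test for DN in TCRα/δ (exact p = 0.754, fold 0.907). Fewer peaks left Rad21 in pre-B cells with 35 in Igκ and 19 in TCRα/δ, and DN with 0 in Igκ. IL7 peaks shared with pre-B cells were 64.7% genome-wide. CTCF peaks with Rad21 were 59.1% genome-wide, 62.2% in Igh and 21.3% in TCRα/δ. Rad21 sites called in all 3 libraries were 21.7% genome-wide and 0% in Igκ, and those in pre-B cells only 22.3% genome-wide. The cause was not tested. Of single named sites, 4 of 103 lost their peak.

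With 50% overlap, 8 of 11 results stayed. Genome-wide, 86.8% of pre-B peaks were shared with IL7-cultured cells, 51.6% in reverse, and 57.2% of CTCF peaks had Rad21, since fewer pairs pass.

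With 1 mismatch, 5 of 18 results stayed, and fewer matches follow by construction. The match was 11.7% genome-wide for IL7-cultured cells, 3.26% in Igκ, 6.82% in its distal and 0% in its proximal part. For pre-B cells it was 16.1% genome-wide, 41.3% in Igh, 25.5% in TCRα/δ, 27.3% in TCRβ, 1.54% in Igκ, 2.56% in its distal and 0% in its proximal part, and the share toward Jκ was 0% in Igκ and 0% in its distal part, from 1 match.

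With 3 mismatches, 9 of 20 results stayed, and more matches follow by construction. For IL7-cultured cells, 84.8% matched genome-wide, 59.8% in Igκ, 72.7% in its distal and 47.9% in its proximal part. For pre-B cells, 91.2% matched genome-wide, 96.7% in Igh, 95.7% in TCRα/δ, 100% in TCRβ, 73.8% in Igκ, 82.1% in its distal and 61.5% in its proximal part. With the 20-base matrix, 18 of 20 results stayed, and 47.4% matched genome-wide in IL7-cultured and 57.6% in pre-B cells. The cause was not tested.

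Depth is unknown for every library and limits all comparisons of counts between them. The DN list is the shortest, so missing DN peaks are the least informative.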

Differences from the paper's values

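The paper's Table 3 gives 34560 pre-B CTCF peaks with a motif genome-wide, 81.8%, whereas the consensus with at most 2 mismatches matched 20421, 48.3%. For Igκ the paper gives 50 peaks, 76.9%, whereas 14 matched, 21.5%. None of the alternatives set before the data were examined closed these gaps: 1 mismatch gave 6804 and 16.1% genome-wide and 1 peak and 1.54% in Igκ, and wider edges gave 14 peaks in Igκ. Settings chosen after seeing these values came nearer, with limits. A limit of 3 mismatches gave 48 and 73.8% in Igκ, but 38516 and 91.2% genome-wide, above the paper's values, and it also matched 50.0% of neighbouring sequences. The 20-base matrix gave 24351 and 57.6% genome-wide, still below the paper's values, and 14 in Igκ.

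Rad21 in DN thymocytes had 21 peaks in the Igh V portion against about 49 in Figure 1, read by eye, 1 in Igκ against about 2, and 33 in TCRα/δ against about 71. None of the alternatives set before the data were examined, and none added later, closed these gaps. Whether the deposited DN list is the one behind Figure 1 is unknown, and this bears on every DN value, including sites without a DN peak.

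Some calls in words differ as well. The paper's Table S5 reports enrichment of CTCF in pre-B cells at Igκ, of Rad21 in DN at Igh and TCRα/δ, and of Rad21 in DP at Igh and TCRβ, against merged locations of more libraries. None of these had p below 0.05 here under any setting run. The paper states that most CTCF sites in the Jκ-proximal part of Igκ point away from the Jκ genes, whereas with at most 2 mismatches 3 pointed toward and 3 away. With 3 mismatches, added after seeing the data, 5 pointed toward and 11 away, and with the matrix, also added, 2 and 4. The paper states that both Cer sites point toward the V genes, and the only match found there, with 3 mismatches, points toward the Jκ genes.

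The paper's Table 1 lists Rad21 in DN at the Dβ1 site and between Eβ and Vβ31, where the deposited DN list had 0 peaks, and the paper restricts CTCF at Dβ1 mostly to thymocytes, whereas pre-B cells had 1 CTCF peak there. The paper states that CTCF at Vλx is bound only in pre-B cells, and IL7-cultured pro-B cells also had 1 peak there. The paper states that most CTCF peaks in these loci are low, and 41.2% of the pre-B CTCF peaks in the 4 V portions scored below the list median, although score is not height.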

Other observations

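All tests named here were chosen after the pattern they bear on had been seen, and each prediction was written before its test was run. Biological explanations were not tested and stay open.

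In the V portion of Igh, 94 pre-B CTCF peaks had a consensus match pointing toward the D, J and C genes, 0 pointed away and 1 was a tie. In TCRα/δ, 63 pointed toward, 10 away and 3 were ties, and in TCRβ 9 pointed toward and 0 away. In IL7-cultured pro-B cells these were 107 and 3 in Igh, 62 and 15 in TCRα/δ, and 13 and 0 in TCRβ.

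Of the 121 pre-B CTCF peaks in the V portion of Igh, 116 overlapped a CTCF peak of IL7-cultured pro-B cells. CTCF was also called in the cultured cells at 5′PC, from 41455418 to 41455680 on chromosome 6, at Dβ1, from 41480091 to 41480285, and between Eβ and Vβ31, from 41506347 to 41506814. These scored above 15.9%, 47.6% and 68.6% of the list, and the first was lost with scores below 100 left out.

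The CTCF peak at Vλx in IL7-cultured pro-B cells ranked 19369 by score. That is above the 42250 peaks of the pre-B list, which argues against the longer list of the IL7 library as the reason it was called. Antibody performance and a difference made by the culture remain open.

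Rad21 had fewer peaks in the V portion of Igh in DN thymocytes than in pre-B cells or DP thymocytes. With lists of equal length, pre-B cells had 0.667 times and DP 0.762 times the DN count, so the shorter DN list could account for the difference. A difference in binding remains open.

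DP thymocytes had 3.8 times as many Rad21 peaks in the V portion of TCRα/δ as pre-B cells. With lists of equal length the ratio was 16.7, which argues against different lengths of the lists as its source. Among peaks that lay mostly in sequence found once in the V portion it was 5.2. This argues against exact repeats within the V portion as the source of the whole excess. Copies that differ by some bases or lie elsewhere in the genome were not looked for, so shared reads are not excluded. An antibody that worked better in the DP library would raise counts at every locus. At Igκ, DP had 1 Rad21 peak against 59 in pre-B cells, and 0 against 14 with lists of equal length. DP also had fewer peaks at Igh, 78 against 92, and Igλ, 0 against 6. It had more at TCRβ, 15 against 7, and TCRγ, 7 against 4. The Igκ values argue against antibody performance as the source of the whole excess. A part played by it and a difference in cohesin binding between the cells remain open, with 1 library each.

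Pre-B CTCF peaks in the V portion of Igκ matched the consensus less often than all pre-B CTCF peaks. Among peaks elsewhere matched on score, 100 for each, 43.8% had a match, and among those matched on GC content 44.5%. Both lie above the interval of the Igκ share, which argues against the scores and the base composition of these peaks as the source. A difference in the motif itself, indirect binding and the choice of motif stay open.

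MIT_LM2 with at most 2 mismatches lay in 6 of the 65 Igκ peaks and in 22 of all pre-B CTCF peaks, each time in Igκ as TTAACAGTAGATGGCAGCA on the minus strand. The rule for the strand of the consensus was set for that motif only, so no direction was assigned to these matches. It was picked out of a scan of the 9 motifs of Table S3 at several mismatch limits, run after the motif result had been seen, and 1 of the 6 peaks had 50% or more of its words elsewhere.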
